# The grain yield modulator miR156 regulates seed dormancy through the gibberellin pathway in rice

**DOI:** 10.1038/s41467-019-11830-5

**Published:** 2019-08-23

**Authors:** Chunbo Miao, Zhen Wang, Lin Zhang, Juanjuan Yao, Kai Hua, Xue Liu, Huazhong Shi, Jian-Kang Zhu

**Keywords:** Plant biotechnology, Plant development, Gibberellins

## Abstract

The widespread agricultural problem of pre-harvest sprouting (PHS) could potentially be overcome by improving seed dormancy. Here, we report that miR156, an important grain yield regulator, also controls seed dormancy in rice. We found that mutations in one *MIR156* subfamily enhance seed dormancy and suppress PHS with negligible effects on shoot architecture and grain size, whereas mutations in another *MIR156* subfamily modify shoot architecture and increase grain size but have minimal effects on seed dormancy. Mechanistically, *mir156* mutations enhance seed dormancy by suppressing the gibberellin (GA) pathway through de-represssion of the miR156 target gene *Ideal Plant Architecture 1* (*IPA1*), which directly regulates multiple genes in the GA pathway. These results provide an effective method to suppress PHS without compromising productivity, and will facilitate breeding elite crop varieties with ideal plant architectures.

## Abstract (web summary)

Pre-harvest sprouting reduces the yield of agriculturally important crops such as rice. Here, the authors show that mutating specific members of the *MIR156* gene family can suppress pre-harvest sprouting in rice without negative effects on plant architecture, suggesting a practical route to elite crop varieties.

## Introduction

Off-season seed germination would cause plants to encounter catastrophic environment during growth and development. Seed dormancy delays the germination to make plants avoid harsh environment until conditions are favorable for growth. Seed dormancy is also an important agronomic trait. In crops, pre-harvest sprouting (PHS) frequently occurs under warm and humid weather, resulting in severe yield loss, as well as reduced grain quality and germinability^1^. Improving seed dormancy would inhibit PHS and increase seed longevity. However, breeders often lack genetic resources to enhance seed dormancy, especially for important food crops, such as rice and wheat.

Primary seed dormancy is established during seed maturation. This quiescent state of seeds can be gradually broken by after-ripening (dry storage)^2^. Many internal and external physiological factors, such as phytohormones, temperature, light, and air humidity, affect seed dormancy. Among the dormancy-affecting factors, the phytohormones abscisic acid (ABA) and gibberellins (GAs) are two pivotal regulators that act antagonistically on seed dormancy^2–4^. Many other factors regulate seed dormancy through the ABA and/or GA pathways^2–4^. ABA positively regulates seed dormancy. As seeds mature, ABA level gradually increases to establish seed dormancy, and at the end of seed maturation, high ABA level prevents germination before harvest^3^. In contrast, GAs promote the transition from dormancy to germination and antagonize the effects of ABA^3,5,6^. Thus, the balance between these two phytohormones is critical in determining the status of seed dormancy^3^. Although major progress at physiological level has been made, our knowledge of the molecular mechanisms underlying seed dormancy is far from complete, particularly for crops.

In crops, the microRNA miR156 regulates grain yield by modulating plant shoot architecture and grain size^7–13^. miR156 targets a group of *SQUAMOSA-PROMOTER BINDING PROTEIN-LIKE* (*SPL*) transcription factor genes. In rice, the quantitative trait locus (QTL) *Ideal Plant Architecture 1* (*IPA1*), a miR156 target gene, encodes SPL14 and was recently described as a “green revolution” gene for grain yield improvement^14^. In *IPA1*, a C-to-A single nucleotide polymorphism (SNP) within the coding region was reported to relieve its repression by miR156, and thus confers an ideal plant architecture with fewer tillers, stronger culms, more grains per panicle, and larger grains^7^. miR156 also regulates grain size through controlling the expression of *SPL16* and *SPL13*^10–12^. With expanding knowledge about miR156, the miR156/SPL module has been proposed to be a versatile toolbox to enhance agronomic traits^15^. However, a comprehensive study regarding the potential functional differentiation of the many genes in the *MIR156* family is still lacking, and the molecular mechanisms underlying the various functions of miR156 remain to be revealed.

Although miR156 overexpression and knockdown were reported to affect seed germination in *Arabidopsis* and rice^16,17^, it is unclear whether miR156 is indeed involved in seed dormancy regulation. Here, through gene mutagenesis by CRISPR/Cas9 in rice, we found that mutations in a *MIR156* subfamily (*MIR156a*–*MIR156c*, *MIR156k*, and *MIR156l*) markedly enhance seed dormancy and suppress PHS, with negligible effects on shoot architecture and grain size. In contrast, mutations in other *MIR156* genes (*MIR156d*–*MIR156i*) modify plant architecture and increase grain size, but have minimal effects on seed dormancy. We show that *mir156* mutations enhance seed dormancy by suppressing the GA pathway through up-regulation of *IPA1*. Our research reveals in vivo associations of IPA1 with the promoters of many GA biosynthetic, signaling, and deactivating genes, suggesting that IPA1 mediates the effects of *mir156* mutations by directly regulating multiple genes in the GA pathway. These results provide an effective method to suppress PHS without compromising productivity, and will facilitate breeding elite crop varieties with ideal plant architectures.

## Results

### Group I *MIR156* genes control shoot architecture

The rice genome contains 11 *MIR156* genes expressing twelve miR156 precursors (pre-miR156a to pre-miR156l), with pre-miR156h and pre-miR156j transcribed from the same gene^18^ (designated *MIR156h* in this study). To knockout the eleven *MIR156s*, we constructed six CRISPR/Cas9 vectors (I–VI) that specifically target the genomic sites corresponding to the mature miR156s (Supplementary Fig. 1a, c). Vector I targets six neighboring genes (group I *MIR156* genes: *MIR156d*–*MIR156i*) on the phylogenetic tree, and vector II targets *MIR156f* and *MIR156g* (Supplementary Figs. 1a and 2). We used an *Agrobacterium*-mediated method to transform the vectors into Nipponbare, a *japonica* variety widely used in laboratories, and Xiushui 134 (XS134), an elite *japonica* cultivar widely cultivated by farmers in southeast China. Using vectors I and II, we obtained many mutant lines of *mir156fg*, *mir156dehi*, *mir156deghi*, and *mir156defghi* (Supplementary Data 1a, b).

Phenotyping of these mutants was conducted in paddy fields of Shanghai (China) and Hangzhou (China). During the entire seedling stage, *mir156fg* and *mir156dehi* were similar in size to the wild type (Supplementary Fig. 3a–c). *mir156deghi* and *mir156defghi* also showed similar size to the wild type before two or three-leaf seedling stage (Supplementary Fig. 3a), but subsequently the seedlings of these two mutants exhibited slightly smaller statures than the wild type (Fig. 1a and Supplementary Figs. 3b, c and 4a). In addition, the leaf blades of *mir156dehi*, *mir156deghi*, and *mir156defghi* seedlings in Nipponbare background were often more erect than those of the wild type (Fig. 1a).

**Fig. 1:**
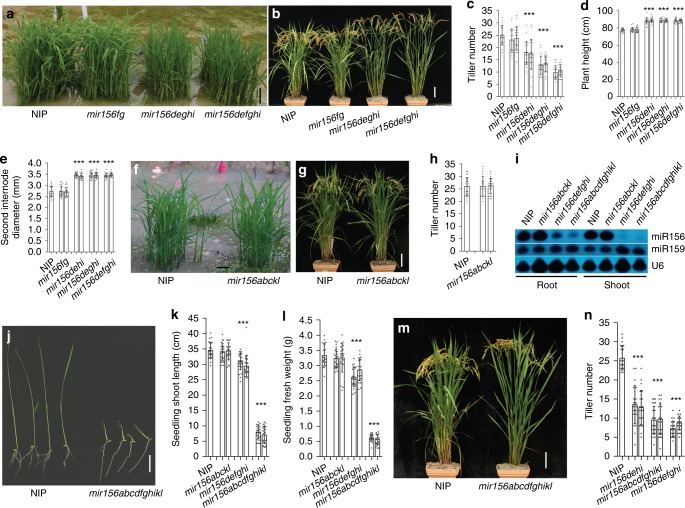
Shoot architectures of the *mir156* mutants. **a** 25-day-old seedlings of the wild type, *mir156fg*, *mir156deghi*, and *mir156defghi*. Scale bar, 5 cm. **b** Wild-type, *mir156fg*, *mir156deghi*, and *mir156defghi* plants at the mature stage. Scale bar, 10 cm. **c**, **d** Tiller numbers (**c**) and plant heights (**d**) of the wild type, *mir156fg*, *mir156dehi*, *mir156deghi*, and *mir156defghi* at the seed-filling stage. **e** Second internode diameters of wild-type, *mir156fg*, *mir156dehi*, *mir156deghi*, and *mir156defghi* main tillers. **f** 18-day-old seedlings of the wild type and *mir156abckl*. Scale bar, 3 cm. **g** Wild-type and *mir156abckl* plants at the mature stage. Scale bar, 10 cm. **h** Tiller numbers of the wild type and *mir156abckl* at the seed-filling stage. **i** Northern blot showing miR156 abundance in roots and shoots of 25-day-old seedlings. U6 RNA and miR159 were used as loading controls. **j** Ten-day-old seedlings of *mir156abcdfghikl* and the wild type. Scale bar, 3 cm. **k**, **l** Shoot lengths (**k**) and fresh weights (**l**) of 2-week-old wild-type, *mir156abckl*, *mir156defghi*, and *mir156abcdfghikl* seedlings. **m** Wild-type and *mir156abcdfghikl* plants at the mature stage. Scale bar, 10 cm. **n** Tiller numbers of the wild type, *mir156dehi*, *mir156abcdfghikl*, and *mir156defghi* at the seed-filling stage. Data are presented as means ± SD. Each bar in the bar charts represents an independent line. *P* values (versus the wild type) were calculated with Student’s *t*-test. ***P < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file

At the mature stage, *mir156dehi*, *mir156deghi*, and *mir156defghi* showed apparent changes in plant architecture with significantly fewer tillers when compared with the wild type (Fig. 1b, c and Supplementary Fig. 4b, c). From *mir156dehi* to *mir156defghi*, higher-order mutants had fewer tillers (Fig. 1c). In addition, at the mature stage, *mir156dehi*, *mir156deghi*, and *mir156defghi* were taller than the wild type and displayed increased culm diameters (Fig. 1d, e).

In Nipponbare background, *mir156fg* often showed very slightly fewer tillers than the wild type (Fig. 1c and Supplementary Table 1). In XS134 background, obvious differences in tiller number were not observed between *mir156fg* and the wild type in successive three planting years (Supplementary Fig. 4c). Besides tiller number, we did not observe obvious differences in shoot architecture between *mir156fg* and the wild type (Fig. 1b–e). Consistent with these observations, we did not detect obvious differences in miR156 abundance and the expression of miR156 target genes between wild-type and *mir156fg* seedling shoots (Supplementary Fig. 5a–l).

To obtain additional group I mutants, we crossed *mir156dehi* with *mir156fg*, and identified new combinatorial mutants including *mir156defghi*, *mir156defgh*, *mir156defgi*, *mir156dfgi*, *mir156efgi*, *mir156efgh*, *mir156eghi*, *mir156efg*, *mir156fgi*, *mir156ghi*, and *mir156ei* from the segregating F2 and F3 populations in Nipponbare background (Supplementary Data 1a). Overall, among these group I mutants, higher-order mutants showed taller and stronger statures but fewer tillers (Supplementary Table 1).

Together, these results indicate that group I *MIR156* genes control shoot architecture in rice.

### Group II *MIR156s* have negligible effects on shoot architecture

Using vectors III–VI (Supplementary Fig. 1a), we obtained many mutant lines of *mir156a*, *mir156b*, *mir156c*, *mir156ac*, *mir156bc*, *mir156abc*, *mir156kl*, *mir156k*, and *mir156l* (Supplementary Data 1a, b). No obvious differences in shoot architecture were observed between these mutants and the wild type in both Nipponbare and XS134 background.

To further study these five *MIR156* genes (*MIR156a*–*MIR156c*, *MIR156k*, and *MIR156l*), a multiplex gene-editing vector (vector VII) was constructed (Supplementary Fig. 1b) and transformed into Nipponbare and XS134 through an *Agrobacterium*-mediated method. Using this vector, we obtained five independent lines of *mir156abckl* in each background (XS134 and Nipponbare) (Supplementary Data 1a, b). All the *mir156abckl* lines showed smaller shoots than the wild type before two or three-leaf seedling stage (Supplementary Figs. 3d–g and 4d), but after this stage, no obvious morphological differences were observed between the wild type and *mir156abckl* (Fig. 1f–h and Supplementary Fig. 4e–g). We also carefully examined several other agronomic traits, including seed setting rate and grain number per main panicle, and did not observe obvious differences between *mir156abckl* and the wild type (*P* > 0.45) (Supplementary Fig. 6a–d). Consistently, the grain yield was not significantly affected by *mir156abckl* mutations (*P* > 0.85) (Supplementary Fig. 6e, f). Thus, *MIR156a*, *MIR156b*, *MIR156c*, *MIR156k* and *MIR156l* play minimal roles in regulating shoot architecture.

Consistent with the above results, miR156 expression was markedly decreased in *mir156defghi* seedlings (25-day-old at about five-leaf stage) but not in *mir156abckl* seedlings (25-day-old at about seven-leaf stage) (Fig. 1i). In addition, transcriptome analyses of the unelongated culms from 20-day-old seedlings revealed that miR156 target genes were not enormously up-regulated by *mir156abckl* mutations (ratio < 2), whereas several miR156 target genes (*SPL3*, *SPL13*, *IPA1*, and *SPL17*) were highly up-regulated by *mir156defghi* mutations (ratio > 2) (Supplementary Fig. 7a, b; Supplementary Tables 2 and 3). Thus, to correspond with the “group I” designation for *MIR156d*–*MIR156i*, we designated *MIR156a*, *MIR156b*, *MIR156c*, *MIR156k*, and *MIR156l* as “group II” *MIR156* genes.

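The unelongated culm is the short stem base of a seedling before its internodes extend. It was sampled from 20-day-old seedlings of the wild type (Nipponbare, a japonica cultivar), of mir156abckl, with 5 mutated MIR156 genes, and of mir156defghi, with 6, and the methods give 3 biological repeats per genotype. The authors built stranded mRNA libraries, removed adapter-containing and low-quality reads, and aligned the rest to the rice genome (TIGR release 7) with Hisat2 under default parameters. They computed FPKM with Cufflinks and compared each mutant with the wild type with cuffdiff, whose versions are not given in the sources used here. Their deposited tables hold 1 FPKM value per genotype over all repeats, the log2 ratio of mutant to wild type, a p-value and a q-value for each of 23581 genes for mir156abckl and 23498 for mir156defghi. There are no values per repeat, so no SD is given for any FPKM, and the read depth is unknown. From these columns the ratios were computed again and the limits of the paper (ratio of at least 2 or at most 0.5, and q below 0.05) were applied. In the authors' deposited tables, 1428 genes were up-regulated and 1598 down-regulated past these limits in mir156abckl, and 1185 and 1377 in mir156defghi. Ratio limits of 1.5 and 0.75 gave 2624 up-regulated and 3792 down-regulated genes in mir156abckl and 2330 and 3887 in mir156defghi. An FPKM of 1 added to both groups before the ratio left 703 and 999 genes in mir156abckl and 570 and 763 in mir156defghi, and both choices moved every one of these counts by over 1.5 times. Both mutants were compared with the same wild-type culms, whose FPKM in one table was 0.994 times that in the other. The 2 comparisons are therefore not independent.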

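The transcripts of 10 of the 11 miR156 target genes were listed in unelongated culms, and SPL7 was not. In mir156abckl, 0 of the 10 passed the 2-fold limit and 7 of the 10 had a higher FPKM than the wild type, with log2 ratios from -0.13 (SPL2) to 0.65 (SPL3). In mir156defghi, all 10 had a higher FPKM and 5, as many as in mir156abckl, had a q below 0.05 in the authors' deposited table. Of the 10, 4 passed the limit in mir156defghi. IPA1 (LOC_Os08g39890, chromosome 8, 25274448 to 25278696) rose from 14.1 to 68.2 FPKM, a log2 ratio of 2.28 with a q of 0.000225 in the authors' deposited table. SPL13 (LOC_Os07g32170, chromosome 7, 19099674 to 19103294) rose from 9.78 to 29.9 FPKM, and SPL3 (LOC_Os02g04680, chromosome 2, 2105725 to 2110544) from 44.2 to 130.0 FPKM. SPL17 (LOC_Os09g31438, chromosome 9, 18918259 to 18921656) lay at the limit, with 2.61 FPKM in the wild type and 5.23 in mir156defghi (log2 ratio 1.01), and with 1 FPKM added to both groups its log2 ratio was 0.79, which left 3 genes past the limit. In mir156abckl the same genes had log2 ratios of 0.56 (IPA1), 0.58 (SPL13), 0.65 (SPL3) and 0.51 (SPL17), and the q of IPA1 in the authors' deposited table was 0.000182. The log2 ratio in mir156defghi minus that in mir156abckl, in which the shared wild type cancels, was 1.72 for IPA1, 1.04 for SPL13, 0.91 for SPL3 and 0.49 for SPL17, and it was negative for SPL16 (-0.32) and SPL18 (-0.28). This difference between the mutants was not tested. The median log2 ratio of the target genes lay at the 99.93 percentile of 10000 random gene lists matched on mean FPKM in mir156abckl (median 0.49) and at the 99.79 percentile in mir156defghi (median 0.38). After these results and those on shoot architecture and miR156 level, the paper designates MIR156a, MIR156b, MIR156c, MIR156k and MIR156l as group II, beside the group I of MIR156d to MIR156i.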

### Plant growth is suppressed in decuple *mir156* mutants

We obtained two lines of decuple mutant *mir156abcdfghikl* via particle bombardment to co-transform vectors I–VI into Nipponbare (Supplementary Data 1a). Through the crossing between *mir156abckl* and *mir156defghi*, we also identified another *mir156abcdfghikl* line in Nipponbare background (Supplementary Data 1a). These three *mir156abcdfghikl* lines were similarly smaller than the wild type before the heading stage (Supplementary Fig. 8a–d), and showed severely retarded growth during the seedling stage (Fig. 1j–l and Supplementary Fig. 8b). However, at the mature stage, *mir156abcdfghikl* plants were taller than the wild type (Fig. 1m and Supplementary Fig. 8e). In the paddy field, *mir156abcdfghikl* tiller number was slightly larger than that of *mir156defghi*, but smaller than that of *mir156dehi* (Fig. 1n).

We also attempted to obtain miR156 knockout mutants (*mir156abcdefghikl*) by crossing *mir156abcdfghikl* with *mir156defghi*, and two heterozygous *mir156abcdefghikl* plants, in which only *MIR156k* was heterozygous (+/−), were identified in F4 generation. In F5 and F6 generations, most offspring of the heterozygous *mir156abcdefghikl* died during the seedling stage due to severely retarded growth (more severely than *mir156abcdfghikl* seedlings), and the remaining plants were homozygous *mir156abcdefghil* or heterozygous *mir156abcdefghikl*. Among the dead seedlings, we identified homozygous *mir156abcdefghikl* plants (miR156 knockout plants), suggesting that miR156 is essential for survival in rice. Compared with the wild type and *mir156defghi*, the homozygous *mir156abcdefghil* showed dwarf stature with significantly fewer tillers (Supplementary Fig. 9a, b). Thus, group I and II *MIR156s* act redundantly to support plant growth, especially at the seedling stage.

### Group I *MIR156s* regulate grain size

Three targets of miR156 (*IPA1*, *SPL16*, and *SPL13*) positively regulate grain size^7,10–12^. Therefore, we examined the grain size and shape of the *mir156* mutants. We found that the grain lengths and 1000-grain weights of *mir156fg*, *mir156dehi*, *mir156defghi* and *mir156abcdfghikl* were significantly greater than those of the wild type (Fig. 2a, b, e and Supplementary Fig. 4h, i, l). No significant differences in grain width and thickness were observed between the wild type and all *mir156* mutants (Fig. 2c, d and Supplementary Fig. 4j, k). The grain size and shape of *mir156abckl* were similar with those of the wild type (Fig. 2b–e and Supplementary Fig. 4i–l). Moreover, *mir156abcdfghikl* did not show larger grain size than *mir156defghi* (Fig. 2b–e).

**Fig. 2:**
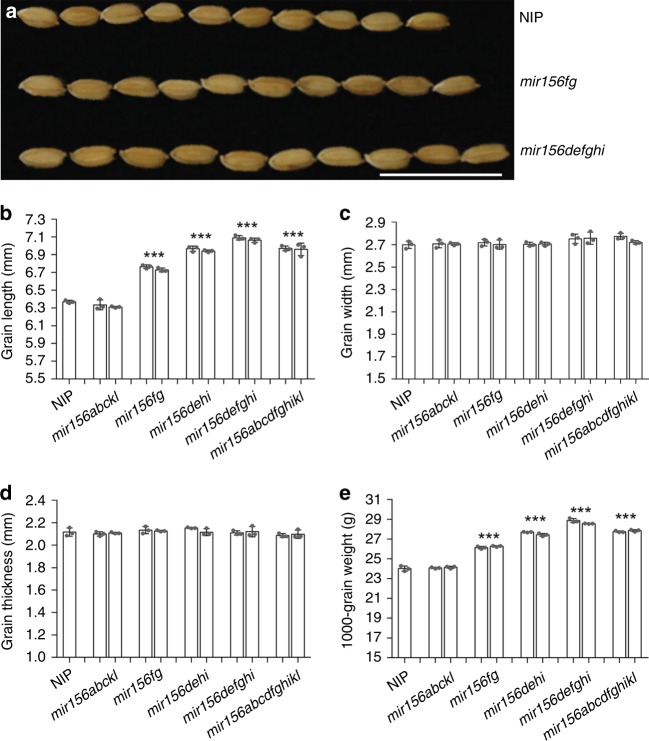
Grain shape analyses of the *mir156* mutants. **a** Seeds of the wild type, *mir156fg* and *mir156defghi*. Scale bar, 2 cm. **b**–**d** Grain lengths (**b**), widths (**c**), and thicknesses (**d**) of the wild type, *mir156abckl*, *mir156fg*, *mir156dehi*, *mir156defghi*, and *mir156abcdfghikl*. **e** 1000-grain weights of the wild type, *mir156abckl*, *mir156fg*, *mir156dehi*, *mir156defghi*, and *mir156abcdfghikl*. Data are presented as means ± SD. Each bar in the bar charts represents an independent line. *P* values (versus the wild type) were calculated with Student’s *t*-test. ***P < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file

These results indicate that group I *mir156* mutations increase grain size, whereas the group II genes play negligible roles in modulating grain size and shape. In addition, the above results also suggest that *mir156fg* is a valuable genetic resource for grain yield improvement. *mir156fg* mutations significantly increased grain size (Fig. 2a, b, e and Supplementary Fig. 4h, i, l) but had minimal effects on shoot architecture (Fig. 1b–e). Besides grain size and shoot architecture, other agronomic traits were not obviously affected by *mir156fg* mutations.

### *mir156* mutations suppress adventitious root formation

In *Arabidopsis*, tobacco, and *Malus xiaojinensis*, miR156 is required for adventitious or lateral root formation^19,20^. Therefore, the root development in the *mir156* mutants was investigated. We found that in 20-day-old seedlings, only 1–2 adventitious roots were formed in the decuple mutant *mir156abcdfghikl*, whereas over forty adventitious roots appeared in the wild type (Supplementary Fig. 10a, c). *mir156defghi* and *mir156abckl* seedlings also showed fewer adventitious roots than the wild type (Supplementary Fig. 10b–d). Thus, both group I and group II *MIR156s* are required for adventitious root formation.

### Group II *MIR156s* regulate seed dormancy

At the sowing time every year in paddy fields, we observed obviously slower seed germination in *mir156abc*, *mir156abcl*, *mir156abckl* and *mir156abcdfghikl* than in the wild type. The slow germination was not clearly observed in group I mutants. Germination assays confirmed the slower germination in *mir156abcdfghikl* and group II *mir156* mutants (Fig. 3a, b and Supplementary Fig. 11a, b). Consistent with these results, miR156 expression was obviously decreased in the germinating embryos of *mir156abckl* and *mir156abcdfghikl* (Supplementary Fig. 12a). These observations indicate that miR156 may negatively regulate seed dormancy in rice.

**Fig. 3:**
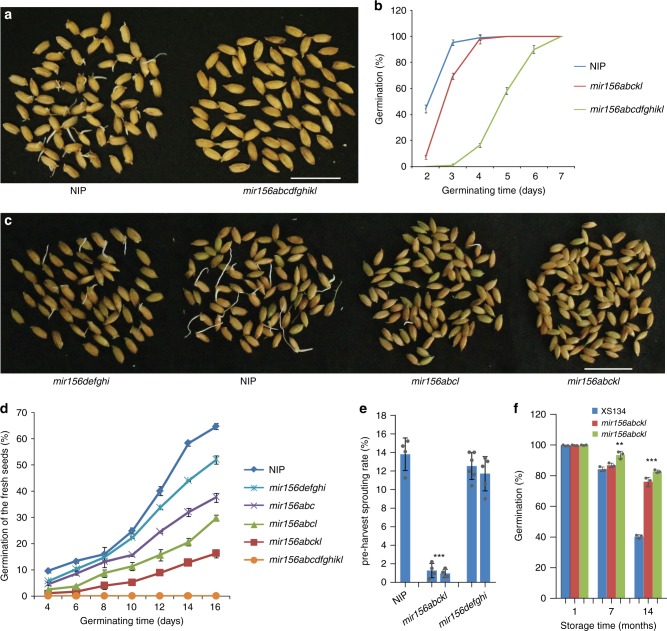
*mir156* mutations enhanced seed dormancy. **a**, **b** Seed germination comparison of the wild type, *mir156abckl* and *mir156abcdfghikl*. After harvest, the seeds for this assay were immediately dried in a 42 °C dry oven for 7 days, and then stored in a 20 °C dry cabinet for 2 weeks. Scale bar, 2 cm. **c**, **d** Fresh seed germination comparison of the wild type, *mir156abc*, *mir156abcl*, *mir156abckl*, *mir156defghi*, and *mir156abcdfghikl*. Scale bar, 2 cm. **e** PHS rates of wild-type, *mir156abckl* and *mir156defghi* seeds in Hangzhou in the year 2018. **f** Germination rates of wild-type and *mir156abckl* seeds after storage for the indicated times at room condition in Hangzhou. Each bar in the bar charts represents an independent line. Data are presented as means ± SD. *P* values (versus the wild type) were calculated with Student’s *t*-test. ***P < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file

To test this hypothesis, we conducted seed germination assays using fresh wet seeds (freshly harvested seeds without drying treatment, and termed fresh seeds hereinafter). We found that *mir156abcdfghikl* fresh seeds hardly germinated after culturing for more than 2 weeks (Fig. 3d), and the group II mutants, including *mir156abc*, *mir156abcl*, and *mir156abckl*, showed obviously slower germination than the wild type and *mir156defghi*, with higher-order mutants exhibiting more delayed germination (Fig. 3c, d and Supplementary Fig. 11c, d). In this assay, *mir156defghi* showed only a slightly slower germination than the wild type (Fig. 3c, d). Thus, group II *MIR156s* play more important roles than the group I in regulating seed dormancy. Consistently, expression analyses revealed that several miR156 target genes (*SPL12*, *SPL13*, and *IPA1*) were more intensely up-regulated by *mir156abckl* mutations than by *mir156defghi* mutations (Supplementary Fig. 12b–k).

### Group II *MIR156s* control PHS and seed longevity

In crops, PHS frequently results in severe loss of grain yield and quality. Enhanced seed dormancy is expected to prevent PHS. To explore whether *mir156* mutations suppress PHS, we investigated the PHS rates of the wild type and *mir156* mutants in Nipponbare background in the years 2017 and 2018. In southeast China including Hangzhou, the wet weather during harvest time (late September) often induces severe PHS in Nipponbare. In Hangzhou paddy field, we observed significantly lower PHS rates in *mir156abcl* and *mir156abckl* than in *mir156defghi* and wild-type Nipponbare at the normal harvest time (Fig. 3e and Supplementary Fig. 13). *mir156defghi* showed only slightly lower PHS rates than the wild type (Fig. 3e and Supplementary Fig. 13). These results indicate that group II *mir156* mutations markedly suppress PHS.

Enhanced seed dormancy is also expected to extend seed viability. Therefore, we conducted germination assays using seeds stored for different times. We found that *mir156abckl* lines had significantly higher germination rates than the wild type after storage for 14 months (Fig. 3f), indicating that *mir156abckl* mutations are helpful in maintaining seed viability over time.

### ABA does not support the enhanced seed dormancy in *mir156s*

Because ABA positively regulates seed dormancy, we measured ABA level in fresh seeds of the wild type and *mir156* mutants. The results showed that compared to the wild type, *mir156abcdfghikl* contained severely a decreased level of ABA in the fresh seed embryos (Fig. 4a). ABA level was also significantly decreased in the fresh seeds of *mir156abckl* (Fig. 4b). Thus, enhancing seed dormancy by *mir156* mutations is not through increased accumulation of ABA.

**Fig. 4:**
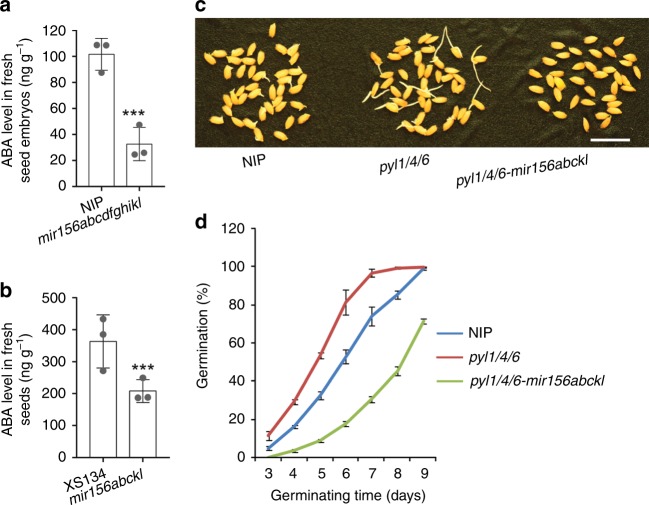
Enhanced seed dormancy in *mir156* mutants is not mediated by the ABA pathway. **a** ABA level in wild-type and *mir156abcdfghikl* fresh seed embryos. **b** ABA level in wild-type and *mir156abckl* fresh seeds. **c**, **d** Fresh seed germination comparison of the wild type, *pyl1/4/6* and *pyl1/4/6-mir156abckl*. Scale bar, 2 cm. Data are presented as means ± SD. *P* values (versus the wild type) were calculated with Student’s *t*-test. ***P < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file

ABA receptors are encoded by the *Pyrabactin Resistance 1-like* (*PYL*) family genes^21^. It was previously reported that mutations in a sub-family of rice *PYL*s led to severe defects in seed dormancy^22^. To explore a potential relationship between miR156 and the ABA pathway in regulating seed dormancy, we crossed *mir156abckl* with *pyl1/4/6* and *pyl1/2/3/4/5/6/12*, and identified *pyl1/4/6-mir156abckl* and *pyl1/2/4/6-mir156abckl* in the segregating F3 populations. Germination assays with fresh seeds showed that *mir156abckl* mutations markedly suppressed the seed dormancy defects in *pyl1/4/*6 and *pyl1/2/4/6*, and the seed dormancy of *pyl1/4/6-mir156abckl* was even stronger than that of the wild type (Fig. 4c, d and Supplementary Fig. 14a, b).

The above results suggest that the enhanced seed dormancy in *mir156* mutants is not mediated by the ABA pathway.

### *mir156* mutations enhance seed dormancy via the GA pathway

To uncover the mechanisms underlying the enhanced seed dormancy in *mir156* mutants, we analyzed the transcriptomes of *mir156abcdfghikl* and wild-type fresh seed embryos (Supplementary Data 2). 

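Embryos of fresh seeds were taken from the wild type and from mir156abcdfghikl, in which 10 MIR156 genes are mutated, with 3 biological repeats per genotype, and were sequenced and processed by the authors like the culms. Their deposited table lists 21505 genes with 1 FPKM value per genotype. The median log2 ratio of mutant to wild type was 0.02 over the genes with at least 1 FPKM in both groups, so the groups lay on nearly the same scale. A group was listed at 0 for 39 genes. No ratio is printed for these, but those with q below 0.05 are counted among the genes past 2-fold, since their log2 ratio in the authors' deposited table is infinite. The lowest p-value in the authors' deposited table was 5e-05, shared by 3.58% of the genes, so genes at this floor cannot be ranked by their q. The 10 most abundant genes held 15.6% of the summed FPKM in the wild type and 13.1% in the mutant.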

A total of 1132 differentially expressed genes (DEGs) (ratio ≥ 2 or ≤ 0.5, and false discovery rate (FDR) < 0.05), including 729 up-regulated and 403 down-regulated genes in *mir156abcdfghikl* compared to the wild type, were identified (Supplementary Data 3). 

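In the authors' deposited table, 1132 genes passed the limits in fresh seed embryos, 729 of them up-regulated and 403 down-regulated, which is 5.26% of the genes listed. These counts depended on the treatment of weakly expressed genes. With 1 FPKM added to both groups, 353 genes were up-regulated and 254 down-regulated, and with q below 0.01 the numbers were 504 and 297. Of the genes in the third with the lowest mean FPKM, 8.45% passed the limits, against 2.89% in the third with the highest. Among genes past the limits with at least 10 FPKM in the higher group, the largest increase was that of LOC_Os03g43100 (described as an expressed protein), from 0.257 to 40.4 FPKM. LOC_Os03g02470, also an expressed protein, followed with 1.75 and 56.9 FPKM, and IPA1 was the third. The largest decrease was that of LOC_Os02g37490, described as a glycine-rich cell wall structural protein, from 2717 to 41.9 FPKM (log2 ratio -6.02). LOC_Os08g40720, with a FAD-binding and arabino-lactone oxidase domain, fell from 19.3 to 0.489 FPKM, and the cysteine proteinase gene LOC_Os01g67980 from 10.8 to 0.411 FPKM.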

Among the DEGs, two putative GA receptor genes (LOC_Os06g20200 and LOC_Os09g28630), three key GA biosynthetic genes (*GNP1*, *SD1*, and *KAO*)^23^, and a putative GA oxidase gene (LOC_Os03g42130) were significantly down-regulated in *mir156abcdfghikl* (Supplementary Data 4). Moreover, a GA deactivating DEG *gibberellin 2-oxidase 6* (*GA2ox6*)^24^ was markedly up-regulated in *mir156abcdfghikl* (Supplementary Data 4). 

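GNP1 (LOC_Os03g63970, chromosome 3, 36150663 to 36152517), which encodes a GA 20-oxidase, fell from 10.8 FPKM in wild-type embryos to 1.54 in mir156abcdfghikl, a log2 ratio of -2.80 (q of 0.00140 in the authors' deposited table). SD1 (LOC_Os01g66100, chromosome 1, 38382381 to 38385504), another GA 20-oxidase gene, fell from 12.8 to 6.36 FPKM, and its log2 ratio of -1.01 lay at the 2-fold limit. KAO (LOC_Os06g02019, chromosome 6, 580664 to 586450) fell from 2.80 to 1.09 FPKM (log2 ratio -1.36). The putative oxidase gene LOC_Os03g42130 (chromosome 3, 23450163 to 23452171) had 56.1 FPKM in the wild type and 24.1 in the mutant. Of the putative receptor genes, LOC_Os09g28630 (chromosome 9, 17417334 to 17418477) fell from 32.3 to 5.79 FPKM, and LOC_Os06g20200 (chromosome 6, 11586342 to 11588079) from 7.60 to 3.71 FPKM. The q of these 6 genes in the authors' deposited table lay between 0.00140 and 0.00358. With 1 FPKM added to both groups, the log2 ratios of SD1 (-0.91), KAO (-0.86) and LOC_Os06g20200 (-0.87) no longer passed the 2-fold limit. Past the limits in the other direction was LOC_Os07g06840, a further putative receptor gene, which rose from 1.63 to 5.97 FPKM (log2 ratio 1.88). Over all 25 putative receptor genes with at least 1 FPKM in either group, 15 were lower and 10 higher, and their median log2 ratio of -0.26 lay at the 0.01 percentile of matched random lists. The GA biosynthetic genes listed by the paper for seedlings, 6 of which were listed in embryos, had a median of -0.40, at the 0.58 percentile. Of these, 3 were lower and 3 higher. Over the 5 of them with at least 1 FPKM in both groups, 3 were lower and 2 higher, with a median of -1.01 at the 0.01 percentile. That choice leaves out GA20ox4, which had 0.136 FPKM in the wild type and 1.18 in the mutant (q of 0.592 in the authors' deposited table). The median of the 5 is the value of SD1.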

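GA2ox6 (LOC_Os04g44150, chromosome 4, 26130706 to 26134356) encodes a GA 2-oxidase, an enzyme that inactivates GA. Its FPKM was 1.13 in wild-type embryos and 3.68 in mir156abcdfghikl embryos, a log2 ratio of 1.70 with a q of 0.00140 in the authors' deposited table, and with 1 FPKM added to both groups the log2 ratio was 1.13. A second GA 2-oxidase gene past the limits, GA2ox9 (LOC_Os02g41954, chromosome 2, 25199385 to 25203742), went the other way, from 1.91 to 0.367 FPKM (log2 ratio -2.38). Over the 7 GA deactivating genes with at least 1 FPKM in either group, 3 were higher and 4 lower, and their median log2 ratio of -0.03 lay at the 28.3 percentile of matched random lists. Over the 6 of them with at least 1 FPKM in both groups, a choice that leaves out GA2ox9, 3 were higher and 3 lower, with a median of 0.37 at the 95.2 percentile. From the expression of the GA genes, the GA levels and the response of germination to GA, the paper proposes that mir156 mutations enhance seed dormancy through suppressing GA biosynthesis and signaling but promoting GA deactivating.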

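Below the 2-fold limit in fresh seed embryos, the putative GA receptor gene LOC_Os02g35940 (chromosome 2, 21587766 to 21589074) fell from 23.1 to 12.6 FPKM, a log2 ratio of -0.88 with a q of 0.00255 in the authors' deposited table. LOC_Os08g37040 (chromosome 8, 23411544 to 23412899) fell from 3.21 to 1.78 FPKM, and its q in the same authors' deposited table was 0.111. LOC_Os09g28730 (chromosome 9, 17460635 to 17462070) was weakly expressed, with 1.23 FPKM in the wild type and 0.645 in the mutant, and the authors' deposited table gives a q of 0.258. The decreases of these 2 genes were therefore not distinguished from the variation between repeats at q below 0.05. GA2ox8 (LOC_Os05g48700, chromosome 5, 27910730 to 27912924) rose from 2.06 to 4.13 FPKM, just under the 2-fold limit (q of 0.00933 in the authors' deposited table). EUI1 (LOC_Os05g40384, chromosome 5, 23728501 to 23738405), a cytochrome P450 gene, rose from 4.64 to 7.93 FPKM (q of 0.0234 in the authors' deposited table). With the ratio limits at 1.5 and 0.75 and q below 0.05, 1131 genes were up-regulated and 802 down-regulated in embryos.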

When lowering the threshold for the DEGs to ratio ≥ 1.5 or ≤ 0.75 (FDR < 0.05), we found down-regulation of another three putative GA receptor genes (LOC_Os08g37040, LOC_Os02g35940, and LOC_Os09g28730) and up-regulation of another two GA deactivating genes (*GA2ox8*^24^ and *ELONGATED UPPERMOST INTERNODE 1* (*EUI1*)^25,26^) in *mir156abcdfghikl* (Supplementary Data 4). These results were validated by quantitative real-time RT-PCR (RT-qPCR) (Fig. 5a). In *mir156abckl* fresh seed embryos, RT-qPCR also showed decreased expression of the GA biosynthetic and receptor genes but increased expression of the GA deactivating genes (Supplementary Fig. 15).

**Fig. 5:**
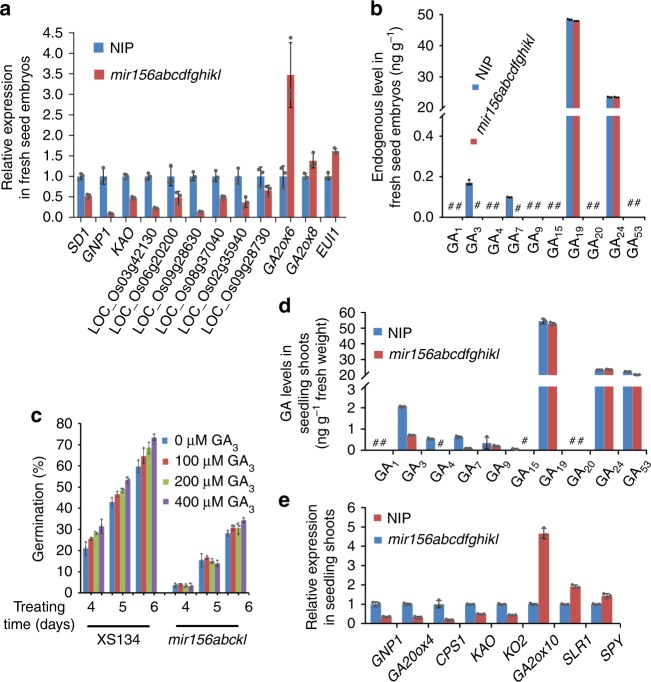
*mir156* mutations enhanced seed dormancy and suppressed seedling growth by suppressing the GA pathway. **a** Relative expression levels of the GA biosynthetic, signaling and deactivating DEGs in fresh seed embryos. **b** Endogenous GA levels in fresh seed embryos. #, undetectable GAs. **c** Sensitivity of fresh seed germination to GA_3_. **d** Endogenous GA levels in the seedling shoots of two-week-old plants. #, undetectable GAs. **e** Relative expression levels of several GA-related DEGs in the seedling shoots of 2-week-old plants. Three independent biological replicates were performed, and error bars indicate standard deviation. NIP, Nipponbare. Source data are provided as a Source Data file

Next, we measured GA levels in the fresh seed embryos. The results revealed that *mir156abcdfghikl* accumulated much lower levels of two bioactive GAs, GA_3_, and GA_7_, than the wild type (Fig. 5b). We could not detect other bioactive GAs (GA_1_ and GA_4_) in the fresh seed embryos of both *mir156abcdfghijkl* and the wild type. Furthermore, the sensitivity of seed germination to GAs was tested using fresh seeds. GA_3_-promoted germination was clearly observed in the wild type during the entire observing time, while the effect of GA_3_ on the germination of *mir156abckl* seeds was not clearly observed in the first 5 days, and only from the sixth day of the treatment, the effect of GA_3_ on the germination of *mir156abckl* seeds became evident (Fig. 5c), indicating less sensitivity of seed germination to GA_3_ in *mir156abckl* than in the wild type.

Altogether, these results support that *mir156* mutations enhance seed dormancy through suppressing GA biosynthesis and signaling but promoting GA deactivating.

In addition to enhancing seed dormancy, *mir156* mutations also suppress seedling growth. The morphological phenotype of *mir156abcdfghikl* seedlings (Fig. 1j and Supplementary Fig. 8b) closely resembles those of some GA-deficient mutants, such as *GA-insensitive dwarf 1* (*gid1*)^27^, *GA-insensitive dwarf 2* (*gid2*)^28^, and strong alleles of *SLENDER RICE 1* (*SLR1*) gain-of-function mutants^29^. Consistent with this severely retarded seedling growth, *mir156abcdfghikl* seedling shoots contained much lower levels of the bioactive GAs including GA_3_, GA_4_, and GA_7_ than the wild type (Fig. 5d). In addition, transcriptome analyses (Supplementary Data 5) revealed that most of the GA biosynthetic and signaling genes were down-regulated in *mir156abcdfghikl* seedling shoots compared to the wild type (Supplementary Fig. 16; Supplementary Data 6). 

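Shoots of 14-day-old seedlings of the wild type and of mir156abcdfghikl were sampled with 3 biological repeats per genotype, the wild type being another sample than that of the culms, and were processed by the authors like the culms and embryos. Their deposited table lists 23283 genes, of which 5921 were up-regulated and 5034 down-regulated past the limits, 47.1% of those listed. The median log2 ratio was 0.09 over genes with at least 1 FPKM in both groups, and after centring on it 5518 genes were up-regulated and 5356 down-regulated. With 1 FPKM added to both groups, the numbers were 4762 and 4150. The lowest p-value in the authors' deposited table, 5e-05, was shared by 50.3% of the genes, so that q does not rank them. The 10 most abundant genes held 9.11% of the summed FPKM in the wild type and 3.38% in the mutant.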

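Of the 46 GA biosynthetic and signaling genes in the list of the paper, 34 had a lower FPKM in mir156abcdfghikl seedling shoots and 12 a higher one. Among all genes listed in shoots, 45.4% were lower. The 8 biosynthetic genes divided into 6 lower and 2 higher, and the 38 signaling genes, 37 of them described as gibberellin receptors, into 28 lower and 10 higher. GID1 (LOC_Os05g33730) and GID2 (LOC_Os02g36974), whose mutants the paper names among GA-deficient ones, were among the 10 higher. GID1 rose from 43.6 to 56.1 FPKM (q of 0.0248 in the authors' deposited table). GID2 rose from 154 to 207 FPKM (q of 0.0163 in the authors' deposited table), and neither reached a ratio of 2. Past the limits, 19 of the 46 were down-regulated and 6 up-regulated. The tally stayed at 34 of 46 after centring, and among the 37 genes with q below 0.05 in the authors' deposited table it was 26. The strongest decrease among biosynthetic genes was that of KAO, with a log2 ratio of -3.21, and GA3ox2 (LOC_Os01g08220, chromosome 1, 4003658 to 4004946) rose from 1.87 to 6.89 FPKM. Of the GA deactivating genes, 5 of 8 were lower. The median log2 ratio of the biosynthetic genes, -1.33, lay at the 0.84 percentile of matched random lists, and that of all 37 putative receptor genes in the table, -0.55, at the 0.89 percentile. Without matching on FPKM the percentile of the biosynthetic genes was 1.47, and over the 33 receptor genes with at least 1 FPKM in both groups that of the receptor genes was 1.29. Several receptor genes lie side by side on chromosomes 7, 8 and 9, and their single values are given as uncertain, since the assignment of any reads shared between such copies was not measured. The entry of LOC_Os08g37010, whose log2 ratio of -5.58 was the lowest among the receptor genes but had a q of 0.131 in the authors' deposited table, covers 2 genes. From the decreases, together with the lower levels of bioactive GAs, the paper proposes that mir156 mutations inhibit seedling growth through suppressing the GA pathway.

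**Figure D1:**
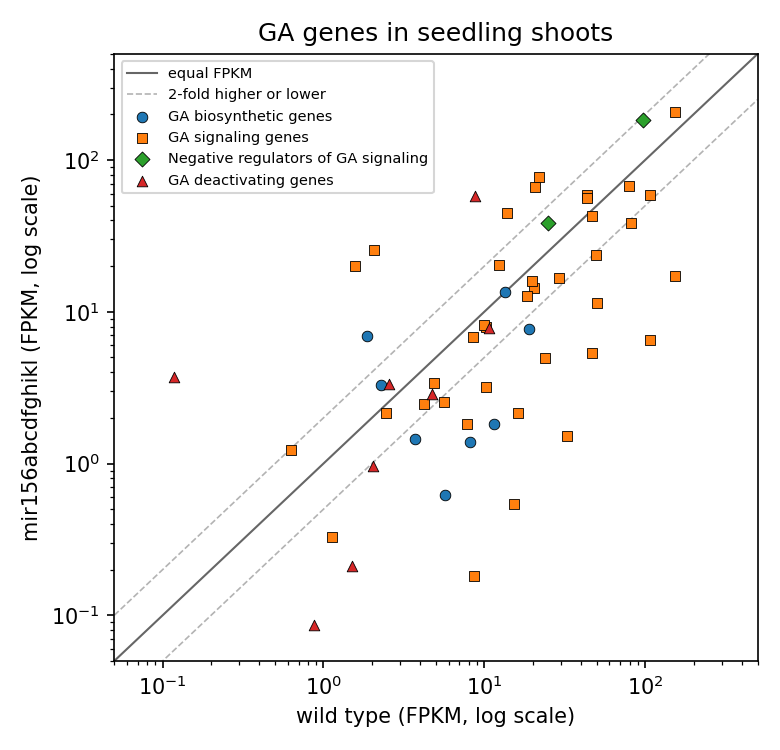
FPKM of 56 GA genes in wild-type (horizontal axis) and mir156abcdfghikl (vertical axis) seedling shoots, both on log scales. Each point is 1 gene with 1 value per genotype, marked by its class, the solid line marks equal FPKM and the dashed lines a ratio of 2 and of 0.5. Of the 46 biosynthetic and signaling genes, 34 lie under the solid line.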

Among the DEGs (ratio ≥ 2 or ≤ 0.5, and FDR < 0.05) identified in *mir156abcdfghikl* and wild-type seedling shoots, 14 putative GA receptor genes and five key GA biosynthetic genes (*CPS1*, *KAO*, *KO2*, *GNP1*, and *GA20ox4*)^23^ were significantly down-regulated in *mir156abcdfghikl*, whereas a GA deactivating gene *GA2ox10*^24^ was markedly up-regulated in *mir156abcdfghikl* (Supplementary Data 7). 

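In mir156abcdfghikl seedling shoots, 14 putative GA receptor genes were down-regulated past the limits and 5 were up-regulated, out of 37 with that description. With 1 FPKM added to both groups, 12 were down-regulated. Among the 14, the decreases were largest for LOC_Os07g06850 (chromosome 7, 3344779 to 3346557), from 15.3 to 0.545 FPKM, and LOC_Os09g28650 (chromosome 9, 17424550 to 17425622), from 32.7 to 1.52 FPKM. The most abundant receptor gene of the 14 in the wild type, LOC_Os09g28630, fell from 153 to 17.3 FPKM. The largest increases were those of LOC_Os09g28660, from 1.56 to 20.0 FPKM, and LOC_Os07g41590, from 2.05 to 25.7 FPKM. Of the biosynthetic genes, CPS1 (LOC_Os02g17780, chromosome 2, 10273717 to 10283727) fell from 8.11 to 1.39 FPKM, KAO from 5.71 to 0.618, KO2 (LOC_Os06g37364, chromosome 6, 22073882 to 22082490) from 19.0 to 7.69, GNP1 from 11.5 to 1.81, and GA20ox4 (LOC_Os05g34854, chromosome 5, 20685345 to 20692274) from 3.72 to 1.46. Their log2 ratios lay between -3.21 and -1.31, all with a q of 9.93e-05, the lowest in the authors' deposited table, and with 1 FPKM added to both groups GA20ox4 had a log2 ratio of -0.94. GA2ox10 (LOC_Os05g11810, chromosome 5, 6720997 to 6726973) rose from 8.76 to 58.3 FPKM (log2 ratio 2.73). SD1, lower in embryos, was not past the limits in shoots, with 2.27 FPKM in the wild type and 3.27 in the mutant (q of 0.0516 in the authors' deposited table).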

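SLR1 (LOC_Os03g49990, chromosome 3, 28512624 to 28515179), which encodes a GRAS family protein, had 97.0 FPKM in wild-type seedling shoots and 183 in mir156abcdfghikl, a log2 ratio of 0.91 that was 0.82 after centring on the median of all genes. SPY (LOC_Os08g44510, chromosome 8, 27991555 to 27999425) had 24.9 FPKM in the wild type and 38.7 in the mutant, with log2 ratios of 0.64 and, after centring, 0.54. Both had the lowest q in the authors' deposited table, 9.93e-05, and neither reached a ratio of 2.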

Through the transcriptome analyses, we also found that *SLR1* and *SPINDLY* (*SPY*), two negative regulators of GA signaling^29–31^, were up-regulated in *mir156abcdfghikl* seedling shoots compared to the wild type (1.5 < ratio < 2) (Supplementary Data 6). We confirmed these results by RT-qPCR (Fig. 5e). Consistent with the increased *SLR1* expression in *mir156abcdfghikl*, Western blotting assays suggest slightly increased accumulation of SLR1 protein in *mir156abcdfghikl* seedling shoots compared to the wild type (Supplementary Fig. 17).

Overall, these results strongly support that *mir156* mutations enhance seed dormancy and inhibit seedling growth through suppressing the GA pathway.

### Overexpression of the miR156 target gene *IPA1*

In rice, miR156 acts through targeting 11 *SPL* genes (*SPL2*–*SPL4*, *SPL7*, *SPL11*–*SPL13*, *IPA1*/*SPL14*, and *SPL16*–*SPL18*)^18^. 

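Of the 11 miR156 target genes, 9 were listed in fresh seed embryos, and SPL7 and SPL16 were not. IPA1 had 8.69 FPKM in the wild type, 1.03 times that of SPL12 (8.43 FPKM), which was the next highest. Without values per repeat this small difference between genes cannot be set against an error. In mir156abcdfghikl embryos, IPA1 had 86.9 FPKM, 3.75 times that of SPL3 (23.2 FPKM), the next highest. Its share of the summed FPKM of the listed target genes was 25.8% in the wild type and 55.9% in the mutant. All 9 genes were higher in the mutant, 6 of them past the limits. The log2 ratio of IPA1 was 3.32 (q of 0.00140 in the authors' deposited table), and that of SPL13, 4.27, was the largest, from 0.123 to 2.38 FPKM. With 1 FPKM added to both groups, SPL13 had a log2 ratio of 1.59 and IPA1, with 3.18, ranked first.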

Our transcriptome analyses revealed that among the miR156 target genes, *IPA1* was expressed most highly in both *mir156abcdfghikl* and wild-type fresh seed embryos, and especially in *mir156abcdfghikl* fresh seed embryos, *IPA1* expression level was extremely higher than those of other miR156 target genes (Fig. 6a and Supplementary Table 4). This result suggests that *mir156abcdfghikl* mutations enhance seed dormancy mainly through increasing *IPA1* expression. 

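In seedling shoots all 11 miR156 target genes had a higher FPKM in mir156abcdfghikl than in the wild type, 10 of them past the limits (9 with 1 FPKM added to both groups, and 9 after centring), the exception being SPL4 with 12.3 and 14.5 FPKM. IPA1 rose from 1.07 to 33.8 FPKM, a log2 ratio of 4.98 (q of 9.93e-05 in the authors' deposited table). SPL17 followed with a log2 ratio of 4.72, from 0.379 to 10.0 FPKM, then SPL7 with 3.84, from 0.0813 to 1.16 FPKM, and SPL16 with 3.61. With 1 FPKM added to both groups, which lowers the ratios of weakly expressed genes, IPA1 still ranked first with 4.07, ahead of SPL17 with 3.00. By FPKM in the mutant, IPA1 was the third, after SPL3 (82.5 FPKM) and SPL12 (64.1 FPKM). The median log2 ratio of the 11 genes was 2.18.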

The transcriptome analyses also revealed that among the miR156 target genes, *IPA1* was up-regulated most intensely by *mir156abcdfghikl* mutations in the seedling shoots (Supplementary Table 5; Supplementary Fig. 18), suggesting that *IPA1* also mediates the effects of *mir156abcdfghikl* mutations on seedling growth. Therefore, we examined whether *IPA1* overexpression affected seed dormancy and plant growth. *IPA1* overexpression driven by the seed-specific *Ole18* promoter^32^ resulted in significantly enhanced seed dormancy (Supplementary Fig. 19a–c) without noticeable effects on plant architecture. In addition, *IPA1* overexpression driven by the cauliflower mosaic virus 35S promoter resulted in not only significantly enhanced seed dormancy but also markedly smaller plant statures compared to the wild type (Fig. 6b–g and Supplementary Fig. 8d, e). These results indicate that *IPA1* mediates the effects of *mir156* mutations on seed dormancy and plant growth.

**Fig. 6:**
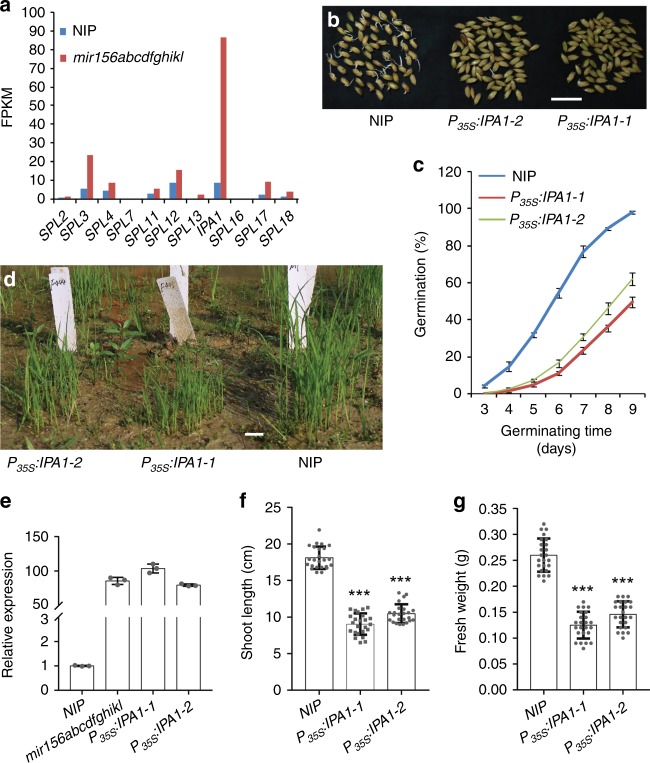
*IPA1* overexpression enhanced seed dormancy and suppressed seedling growth. **a** Relative expression levels of miR156 target genes in the fresh seed embryos. FPKM, fragments per kilobase of exon per million reads mapped. The data were obtained from the transcriptome analyses. The FPKM values were used to compare relative level of gene expression. **b**, **c** Fresh seed germination comparison of the wild type and two *P*_*35S*_*:IPA1* overexpression lines. Scale bar, 2 cm. **d** Two-week-old seedlings of the wild type and two *P*_*35S*_*:IPA1* lines. Scale bar, 3 cm. **e** Relative expression levels of *IPA1* in wild-type, *mir156abcdfghikl*, and *P*_*35S*_*:IPA1* seedling shoots. Two-week-old seedlings were used in this assay. **f**, **g** Shoot lengths (**f**) and fresh weights (**g**) of 2-week-old wild-type and *P*_*35S*_*:IPA1* seedlings. Data are presented as means ± SD. *P* values (versus the wild type) were calculated with Student’s *t*-test. ***P < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file

### Associations of IPA1 with the promoters of GA-related genes

Since IPA1 is a transcription factor^33^, it is possible that IPA1 directly regulates GA-related genes. Therefore, we searched previously published ChIP-seq data of IPA1^33^, and noticed that seven GA-related genes, including *EUI1*, *GA2ox6*, *SLR1*, *GSR1* (*GAST family gene in rice 1*, a GA-stimulated transcription factor^34^), *GID2*, and two putative GA receptor genes (LOC_Os02g35940 and LOC_Os06g20200), were among the genes with IPA1 binding sites in the 500-bp promoter regions or first introns. Furthermore, IPA1 binding on *SLR1* promoter has been confirmed by gel electrophoresis mobility shift assays (EMSAs)^33^. The biological significance of the interactions between IPA1 and these GA-related genes remains to be revealed.

SPL family proteins, including IPA1, directly bind to the GTAC motif to regulate gene expression^33^. In rice, IPA1 also binds to the TGGGCC/T motif via interacting with PCF1 and PCF2^33^. Through sequence analyses of 1300-bp promoter regions, we found that most of the identified GA-related DEGs contained multiple GTAC and/or TGGGCC/T motifs. Therefore, we used ChIP-qPCR to explore associations between IPA1 and 16 of the GA-related DEGs identified above. In *P*_*35S*_*:IPA1m:3* *×* *FLAG* transgenic seedling shoots (see Supplementary Fig. 20a for *IPA1* expression in the *P*_*35S*_*:IPA1m:3* × *FLAG* lines), the ChIP-qPCR revealed in vivo interactions between IPA1 and the promoters of 14 GA-related DEGs (Fig. 7a–e and Supplementary Fig. 20b–j). The 14 DEGs included five putative GA receptor genes (LOC_Os09g28630, LOC_Os06g20200, LOC_Os02g35940, LOC_Os08g37040, and LOC_Os09g28730), five key GA biosynthetic genes (*CPS1*, *KAO*, *KO2*, *GNP1*, and *SD1*), three GA deactivating genes (*GA2ox6*, *GA2ox8*, and *EUI1*), and *SLR1*. Subsequently, EMSA assays confirmed that IPA1 directly bound to the GTAC-containing fragments in the promoters of *KAO*, *CPS1*, *GNP1*, *SD1*, *SLR1*, *GA2ox6*, and *EUI1* (Supplementary Fig. 21a–h). These results suggest that IPA1 directly regulates multiple GA biosynthetic, signaling, and deactivating genes. In the ChIP-qPCR assays, we did not detect interactions between IPA1 and the promoters of the other two DEGs, *GA20ox4* and *GA2ox10*. These two DEGs may be directly regulated by SPL proteins encoded by other miR156 target genes, or may be indirectly regulated by IPA1.

**Fig. 7:**
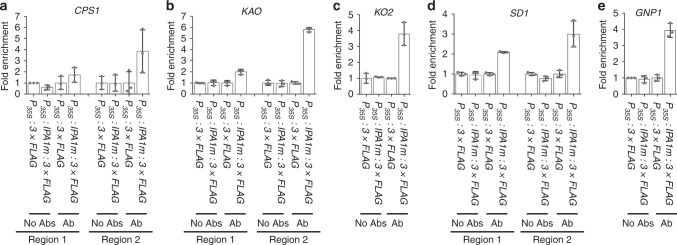
ChIP-qPCR assays showing in vivo interactions between IPA1 and promoters of five key GA biosynthetic genes. **a**–**e** Interactions between IPA1 and promoters of *CPS1* (**a**), *KAO* (**b**), *KO2* (**c**), *SD1* (**d**), and *GNP1* (**e**). IPA1m, IPA1-coding sequence with synonymous mutations at miR156-targeting site; NoAbs, without antibodies; Ab, antibodies against FLAG; regions, the fragments in the promoters detected for interactions with IPA1. Values are means ± SE (*n* = 3). The fold enrichment was normalized against the promoter of *UBIQUITIN*. Source data are provided as a Source Data file

Overall, our results strongly support that *mir156* mutations enhance seed dormancy and inhibit seedling growth by suppressing the GA pathway, and IPA1 mediates these effects of *mir156* mutations largely by directly regulating multiple genes in the GA pathway.

## Discussion

In recent years, with expanding knowledge about miR156, the miR156/SPL module has been proposed as a versatile toolbox to enhance agronomic traits^15^. In crop breeding practices, utilizations of the QTLs *IPA1*, *GW8* (*SPL16*) and *GLW7* (*SPL13*), which modify the regulatory circuit of the miR156/SPL module, have greatly improved grain yield through modulating plant architecture and grain size^15^. Although the miR156/SPL module is powerful in regulating plant architecture and grain size, its pleiotropic effects (effects on tillering, tiller angle, plant height, grain shape, etc) often become obstacles for its applications. In addition, miR156 knockdown or the QTL *ipa1* leads to extreme changes in plant architecture^7,8,35,36^, whereas crop breeders often need to change plant architecture to less extent. Therefore, breeders are often not able to use the miR156/SPL module to adjust plant architecture at will. In this study, through systematic gene editing, we revealed the functional differentiation of *MIR156s* in detail, and these results will enable breeders to adjust plant architecture and grain size according to the dosage they need and without undesirable pleiotropic effects (through combinatorial gene editing of group I *MIR156*s).

In crops, PHS frequently leads to severe loss of grain yield and quality. Enhanced seed dormancy would inhibit PHS. However, the genes known to affect seed dormancy without penalty on productivity are limited. Only two seed dormancy-controlling QTL genes have been identified in crops, including *Seed dormancy 4* (*Sdr4*) in rice and *Qsd1* in barley^37,38^. In bread wheat, a *mitogen-activated protein kinase kinase 3* (*MKK3*) gene was recently proposed as a candidate gene for the seed dormancy-controlling QTL *Phs1*^39^. Utilizing these few QTL genes requires time-consuming efforts in crossing between different varieties, which may introduce undesirable agronomic traits. No other genes have been reported to mainly affect seed dormancy in crops. ABA positively regulates seed dormancy. Although manipulating the genes in the ABA pathway could enhance seed dormancy, this process would also cause suppression in plant growth and thus reduction in productivity.

In this study, we made the exciting observation that disrupting group II *MIR156s* (*MIR156a*–*MIR156c*, *MIR156k*, and *MIR156l*) markedly enhanced seed dormancy and inhibited PHS with negligible effects on shoot architecture and grain size. Our results also showed that *mir156abckl* mutations helped to maintain seed viability for longer time. Yield tests in paddy fields showed that *mir156abckl* mutations did not obviously affect grain yield. Therefore, through *MIR156* gene mutagenesis by CRISPR/Cas9, we provided an efficient and effective method to inhibit PHS and increase seed longevity without compromising productivity.

In addition, according to our results, through combinatorial gene editing of group I and group II *MIR156s*, rice breeders should be able to improve plant architecture, grain size, and seed dormancy simultaneously, and thus generate PHS-resistant crops with increased grain productivity. Given the high conservation of miR156 in plants, this strategy may be also applicable to other crops.

Furthermore, our work shows that miR156 regulates seed dormancy and seedling growth through a molecular network composed of *IPA1* and many downstream genes in the GA pathway. Considering the similarity between IPA1 and other miR156-targeting SPLs, as well as mis-regulations of these *SPL* genes in *mir156* mutants (Fig. 6a and Supplementary Table 5), it is plausible that miR156 also regulates the GA pathway through other miR156 target genes (*SPL2*–*SPL4*, *SPL7*, *SPL11*–*SPL13*, and *SPL16*–*SPL18*). Thus, our study should prompt the readers of our work to speculate that miR156 regulates seed dormancy and plant growth through a complex molecular network which composes of *SPLs* (including *IPA1*) and many downstream genes in the GA pathway.

ABA is an important stress phytohormone that enhances plant adaptation to abiotic and biotic stresses^22^. In *mir156abcdfghikl* and *mir156abckl*, we observed decreased ABA levels in seeds. The decreased ABA levels may be a response to the impaired GA pathway in *mir156* mutants. Although the ABA level was reduced in seeds, stress resistance does not appear to be compromised in *mir156* mutants. Deficiency in GA pathway can improve abiotic stress resistance^40^. In *mir156* mutants, impaired GA pathway was observed. Consistent with the impaired GA pathway, we found that group I *mir156* mutations reduced transpirational water loss rates of detached flag leaf blades and improved drought stress tolerance of the seedlings (Supplementary Figs. 22 and 23). In addition, it was previously reported that miR156 knockdown or *IPA1* overexpression conferred resistance against rice blast and bacterial blight, two major devastating diseases in rice^17,41^. Thus, *MIR156* knockout through gene editing may improve both agronomic traits and stress resistance simultaneously.

## Methods

### Plant material construction and cultivation

Six single sgRNA-expressing vectors (vector I–vector VI) were constructed for editing the 11 *MIR156* genes (Supplementary Fig. 1a). To generate *mir156abckl*, a multiplex gene-editing vector (vector VII) was constructed, and in this vector, four sgRNA-expression cassettes were arranged in tandem (Supplementary Fig. 1b). The sgRNAs used in this study were designed to specifically target *MIR156* genes. Sanger sequencing was performed to identify *mir156* mutants from the transgenic plants. Due to the high sequence similarity between miR156 members, the sgRNAs designed for certain *MIR156* genes may also induce off-target mutations in other *MIR156* genes. Therefore, we sequenced both the target sites and potential off-target sites in *MIR156* genes to identify the genotype. In addition, to accurately ascertain the genotype and heritability of every line, we sequenced the target genes in at least two generations and selected T-DNA-free plants for seed harvesting.

In *P*_*Ole18*_*:IPA1* and *P*_*35S*_*:IPA1*, the IPA1-coding sequence was placed under the controls of *Ole18* and 35S promoters, respectively, in the pCAMBIA1300 backbone. Through *Agrobacterium*-mediated transformation, more than thirty transgenic lines were generated for each type of overexpression (*P*_*35S*_*:IPA1* and *P*_*Ole18*_*:IPA1*). The transgenic plants were grown in the paddy field. The seeds from the transgenic plants were sowed in Shanghai (China) and Hangzhou (China) in early June.

### Seedling investigations

Seeds having just germinated at similar times were transferred to one-half-strength Kimura B liquid media and cultured in greenhouse (26 °C, 80% humidity, and 12 h light/12 h dark). Then the shoot lengths, fresh weights, and adventitious root numbers of the seedlings were investigated at indicated times. For investigation in paddy field, seeds of the wild type and *mir156* mutants were sowed in the field at similar times, and then the seedlings were investigated every day.

### Plot grain yield test

Plants of the wild type and *mir156abckl* were grown in Hangzhou paddy field under natural conditions. The area per plot was 90 cm × 60 cm, and 24 plants were cultivated in each plot with planting density of 15 cm × 15 cm.

### Small RNA Northern blot

Small RNA Northern blots were performed based on a previous report^42^. In brief, 20 µg total RNAs from the indicated materials were separated by running a 15% PAGE with 7 M urea, and then transferred to a Hybond NX membrane (GE, Amersham). After that, a 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC) mediated chemical crosslinking was carried out. Antisense complementary oligonucleotides for miRNAs and U6 probes were end labeled ([γ-^32^P] ATP) by T4 polynucleotide kinase (*New England Biolabs*). The probe sequences are listed in Supplementary Table 6.

### Seed dormancy comparison and germination assay

In Hangzhou and Shanghai, the heading date was delayed by about 2, 9, and 5–12 days by *mir156defghi*, *mir156abcdfghikl*, and *P*_*35S*_*:IPA1* overexpression, respectively. Other mutants had heading dates comparable with the wild type in these two places. Therefore, before seed dormancy comparison, to assure comparability between the fresh seeds of different materials, *mir156defghi*, *mir156abcdfghikl* and *P*_*35S*_*:IPA1* lines were planted earlier than the wild type and other mutants to ensure all the materials to flower at similar dates. For the seed dormancy comparison, fresh seeds were first soaked in water for two days, and then continued to germinate at 30 °C. For other germination assays, the seeds were first soaked in water for one day, and then continued to germinate at 30 °C. These assays were repeated three times, and in every repeat, at least 100 seeds of every line were used.

### PHS investigation

PHS was investigated in the paddy field of Hangzhou at the normal harvest time. In every line, all of the seeds from a plant were investigated in the assays, and the sprouting data of every line were obtained from at least three plants. The PHS investigations were finished in 1 day.

### RT-qPCR

The total RNA was extracted using the TRIzol™ Reagent (Invitrogen, Cat. no. 15596018). Reverse transcription was performed using the SuperScript® III Reverse Transcriptase (Invitrogen, Cat. no. 18080-044). Real-time PCR analyses were performed using the Bio-Rad CFX96 real-time PCR instrument and EvaGreen (Biotium, Cat. no. 31000). The PCR was conducted with gene-specific primers for the target genes, and Ubi-F and Ubi-R for *UBIQUITIN* (Supplementary Table 7).

### Transcriptome analyses

Two-week-old seedlings were used in the transcriptome analyses of seedling shoots. The materials of unelongated culms, seedling shoots and seed embryos were sampled with three biological repeats for the RNA-sequencing (RNA-seq) analyses. RNAs were extracted with RNAprep pure Plant kit (TIANGEN, Cat. no. DP432), and then libraries were constructed using TruSeq Stranded mRNA (Illumina, San Diego, CA, USA) in accordance with the manufacturer’s instructions. Qualities of RNA-seq libraries were assessed by using a Fragment Analyzer (Advanced Analytical, IA, USA), and the resulting libraries were sequenced using Illumina Hiseq X ten. The raw reads were filtered by removing reads containing adapter and low quality reads for subsequent analyses. Clean reads were aligned to the rice reference genome (TIGR release 7) using Hisat2 with default parameters, and resultant files were input to the Cufflinks software for comparative assembly of transcripts and generation of fragments per kilobase of exon per million reads mapped (FPKM). Subsequently, gene expression analyses between the wild type and *mir156* mutants were executed using the cufflinks-cuffdiff analysis module.

### Phytohormone measurement

Plant materials were ground into powder in liquid nitrogen, and extracted with methanol/water (8/2) at 4 °C. The extract was centrifuged at 12,000 g under 4 °C for 15 min. The supernatant was collected and evaporated to dryness under nitrogen gas stream, and then reconstituted in methanol/water (3/7). The solution was centrifuged and the supernatant was collected for LC-MS analysis. The LC-MS analysis was conducted with the API6500 Q TRAP LC/MS/MS system, equipped with an ESI Turbo Ion-Spray interface, operating in a positive ion mode and controlled by Analyst 1.6 software (AB Sciex).

### Protein extraction and western blot

For measuring SLR1 abundance, total proteins were extracted using a protein extraction buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 2% SDS, 1 mM EDTA, 1 mM dithiothreitol, and 1 μM PMSF), and then separated in a 10% SDS-PAGE gel. After the protein sample was transferred from the SDS-PAGE gel to a HATF (Hybridization Nitrocellulose Filter) membrane (Merck Millipore, Ireland), immunodetection of SLR1 was performed with a rabbit anti-SLR1 primary antibody and an anti-IgG-HRP secondary antibody (Abmart, China). The anti-SLR1 primary antibody was kindly provided by Donglei Yang^17^. HRP signal was detected using the SuperSignal^TM^ West Pice PLUS kit (Thermo Scientific, USA). Images were captured using ChemiDoc^TM^ XRS + with Image Lab^TM^ software (*BIO-RAD*).

### ChIP-qPCR

A *P*_*35S*_:*IPA1m:3* *×* *FLAG* vector was constructed in the plasmid pCAMBIA1305 backbone and transformed into XS134 calli. Five *P*_*35S*_*:IPA1m:3* *×* *FLAG* seedlings of T0 generation (about 20-day-old) were used in these assays, and the seedling shoots of these five *P*_*35S*_*:IPA1m:3* *×* *FLAG* plants were pooled together to conduct the ChIP-qPCR assays. The ChIP assays were conducted based on a previous report^43^. In brief, 4 g of seedling shoots were collected from *P*_*35S*_*:IPA1m:3* *×* *FLAG* and *P*_*35S*_*:3* *×* *FLAG* seedlings grown in greenhouse (26 °C, 80% humidity, and 12 h light/12 h dark). The chromatin complexes were isolated, sonicated and then incubated with monoclonal anti-FLAG antibodies (SIGMA). Precipitated chromatin DNA was analyzed using quantitative PCR (AceQ qPCR SYBR Green Master Mix, Vazyme). The primers used in this experiment are listed in Supplementary Table 8.

### EMSA

The primers used to amplify GTAC-containing fragments are listed in Supplementary Table 9. GST-tagged IPA1 was purified from *Escherichia coli* BL21 (DE3) cells using Glutathione Sepharose^TM^ 4B columns (GE Healthcare, Cat. no. 17-0756-01). Binding of IPA1 to the promoter regions of *KAO*, *CPS1*, *GNP1*, *SD1*, *SLR1*, *GA2ox6*, and *EUI1* was examined using 40 ng of Cy5-labeled GTAC-containing fragments mixed with 2 mg of the purified protein in 20 mM Tris (pH 7.9), 5% (v/v) glycerol, 200 mM MgCl_2_, 0.1 M DTT, 4% (w/v) BSA, and 0.5% (w/v) salmon sperm DNA. In the competition tests, the mixture was supplemented with increasing amounts (1:10 to 1:20 or 1:10 to 1:80 mass ratio) of unlabeled DNA fragment. Native polyacrylamide gels (6% acrylamide and bis-acrylamide, 39:1) were used for electrophoresis, and the fluorescence signals were detected with a Starion FLA-9000 (FujiFilm, Japan).

### Accession numbers

The sequence data of the *MIR156s* can be found in the mirbase database (http://www.mirbase.org/) under the following accession numbers: *MIR156a*, MI0000653; *MIR156b*, MI0000654; *MIR156c*, MI0000655; *MIR156d*, MI0000656; *MIR156e*, MI0000657; *MIR156f*, MI0000658; *MIR156g*, MI0000659; *MIR156i*, MI0000661; *MIR156h*, MI0000662; *MIR156k*, MI0001090; and *MIR156l*, MI0001091. The sequence data of the other genes can be found in the MSU database (http://rice.plantbiology.msu.edu/) under the following gene locus identifiers: *IPA1/SPL14*, LOC_Os08g39890; *SPL2*, LOC_Os01g69830; *SPL3*, LOC_Os02g04680; *SPL4*, LOC_Os02g07780; *SPL7*, LOC_Os04g46580; *SPL11*, LOC_Os06g45310; *SPL12*, LOC_Os06g49010; *SPL13*, LOC_Os07g32170; *SPL16*, LOC_Os08g41940; *SPL17*, LOC_Os09g31438; *SPL18*, LOC_Os09g32944; *GNP1*, LOC_Os03g63970; *SD1*, LOC_Os01g66100; *GA20ox4*, LOC_Os05g34854; *CPS1*, LOC_Os02g17780; *KO2*, LOC_Os06g37364; *KAO*, LOC_Os06g02019; *SLR1*, LOC_Os03g49990; *SPY*, LOC_Os08g44510; *GA2ox6*, LOC_Os04g44150; *GA2ox8*, LOC_Os05g48700; *GA2ox10*, LOC_Os05g11810; *EUI1*, LOC_Os05g40384.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

Source Data

## Data Availability

The source data underlying all reported averages in chart and tables, as well as uncropped versions of blots, are provided as a Source Data file. The RNA-seq data generated in this study were deposited in the NCBI’s Gene Expression Omnibus (GEO) Database under the accession number GSE131243, and the results of the RNA-seq analyses are available in Supplementary Data 2–7.

# Supplementary material for: The grain yield modulator miR156 regulates seed dormancy through the gibberellin pathway in rice
**Source:** Nat Commun. 2019 Aug 23;10:3822. doi: 10.1038/s41467-019-11830-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

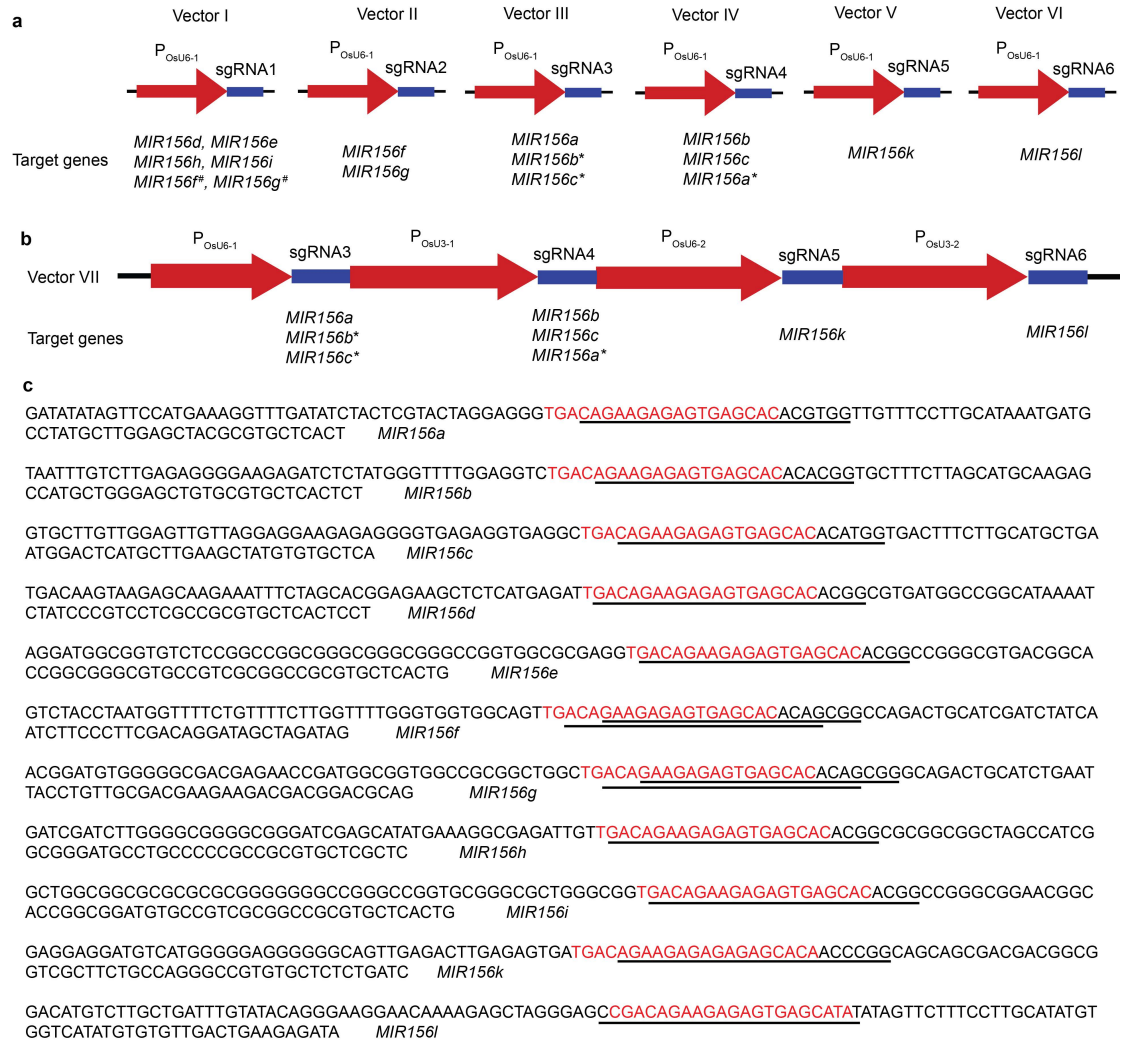

**Supplementary Figure 1** Strategy for rice *MIR156* gene editing. **(a)** Single sgRNA-expression vectors for *MIR156* gene editing. #, target with CAG as the protospacer-adjacent motif (PAM); \*, target with a mismatch to the sgRNA directly 5' of the PAM; red arrows, promoters; violet-blue boxes, sgRNA-expressing sequences. **(b)** Multiplex gene editing for group II *MIR156s*. \*, target with a mismatch to the sgRNA directly 5' of the PAM; red arrows, promoters; violet-blue boxes, sgRNA-expressing sequences. **(c)** Cas9 target sites for *MIR156* gene editing. The sequences with red color correspond to the mature miR156 sequences. The underlined sequences are the target sites for Cas9.

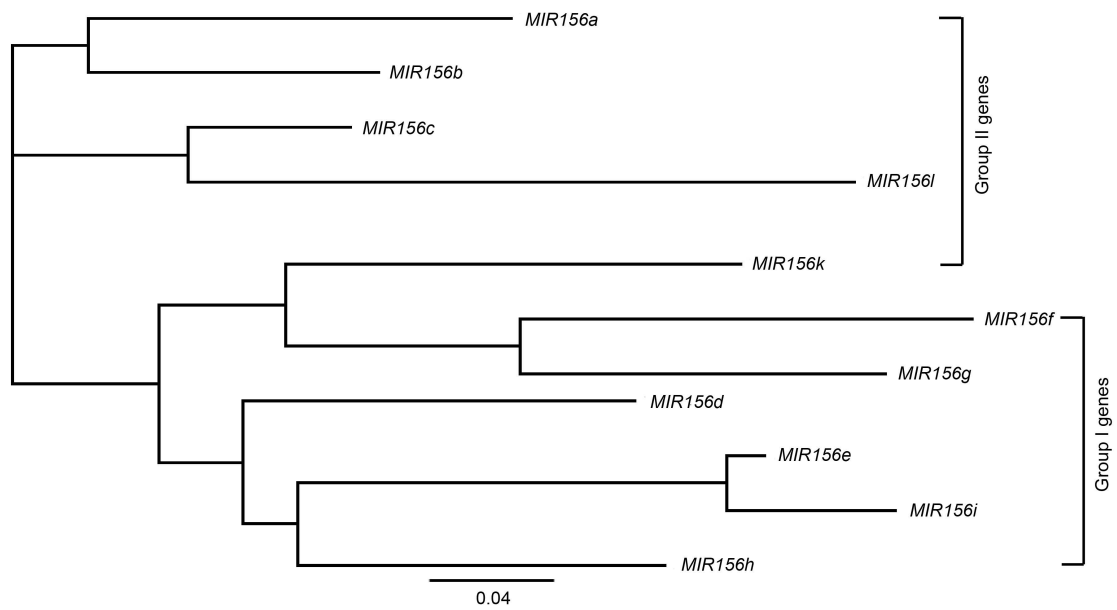

**Supplementary Figure 2** Phylogenetic tree of rice *MIR156s*. The phylogenetic tree was constructed with 100-bp genomic sequences (20-bp upstream sequences + sequences corresponding to mature miR156 sequences + downstream sequences).

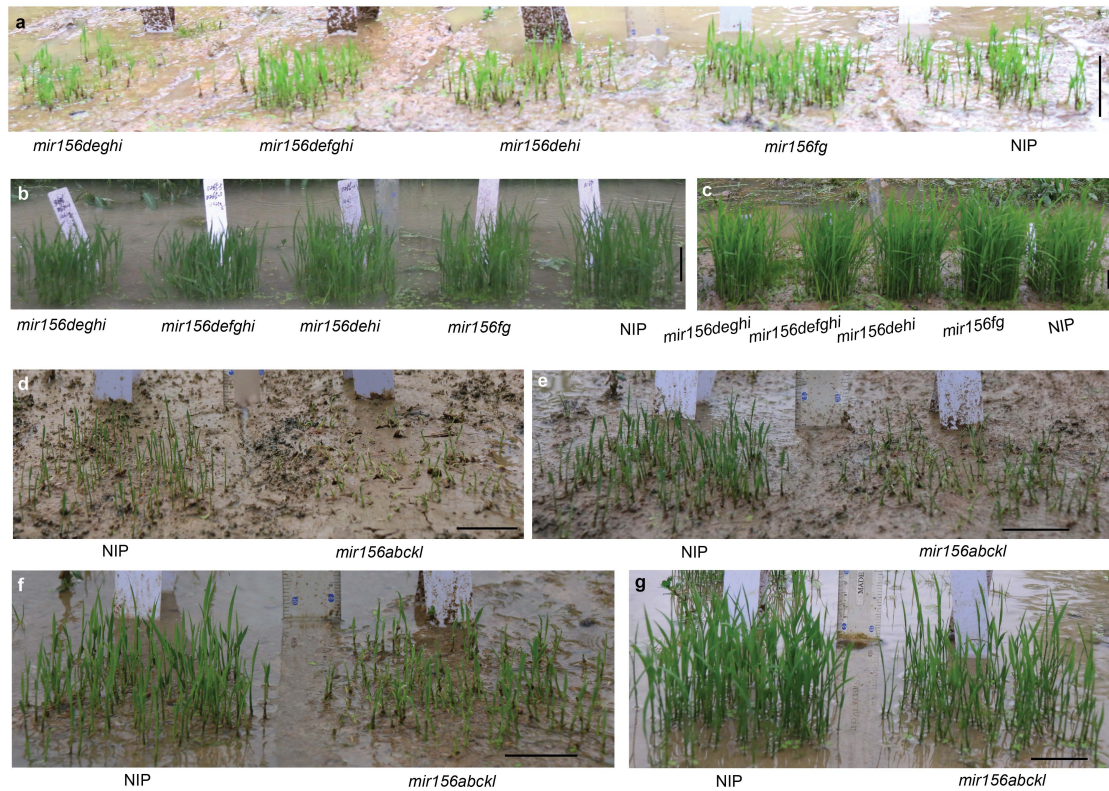

**Supplementary Figure 3** Comparison of wild-type and *mir156* seedlings in Nipponbare (NIP) background. (a–c) Wild-type, *mir156fg*, *mir156dehi*, *mir156degghi* and *mir156defghi* seedlings at the sixth (a), tenth (b) and fifteenth (c) day after sowing. (d–g) Wild-type and *mir156abckl* seedlings at the third (d), fourth (e), fifth (f) and seventh (g) day after sowing. Scale bars, 5 cm. Before sowing, the seeds of the wild type and *mir156* mutants were soaked in water for one day, and then germinated for another day at room temperature during late June of the year 2018.

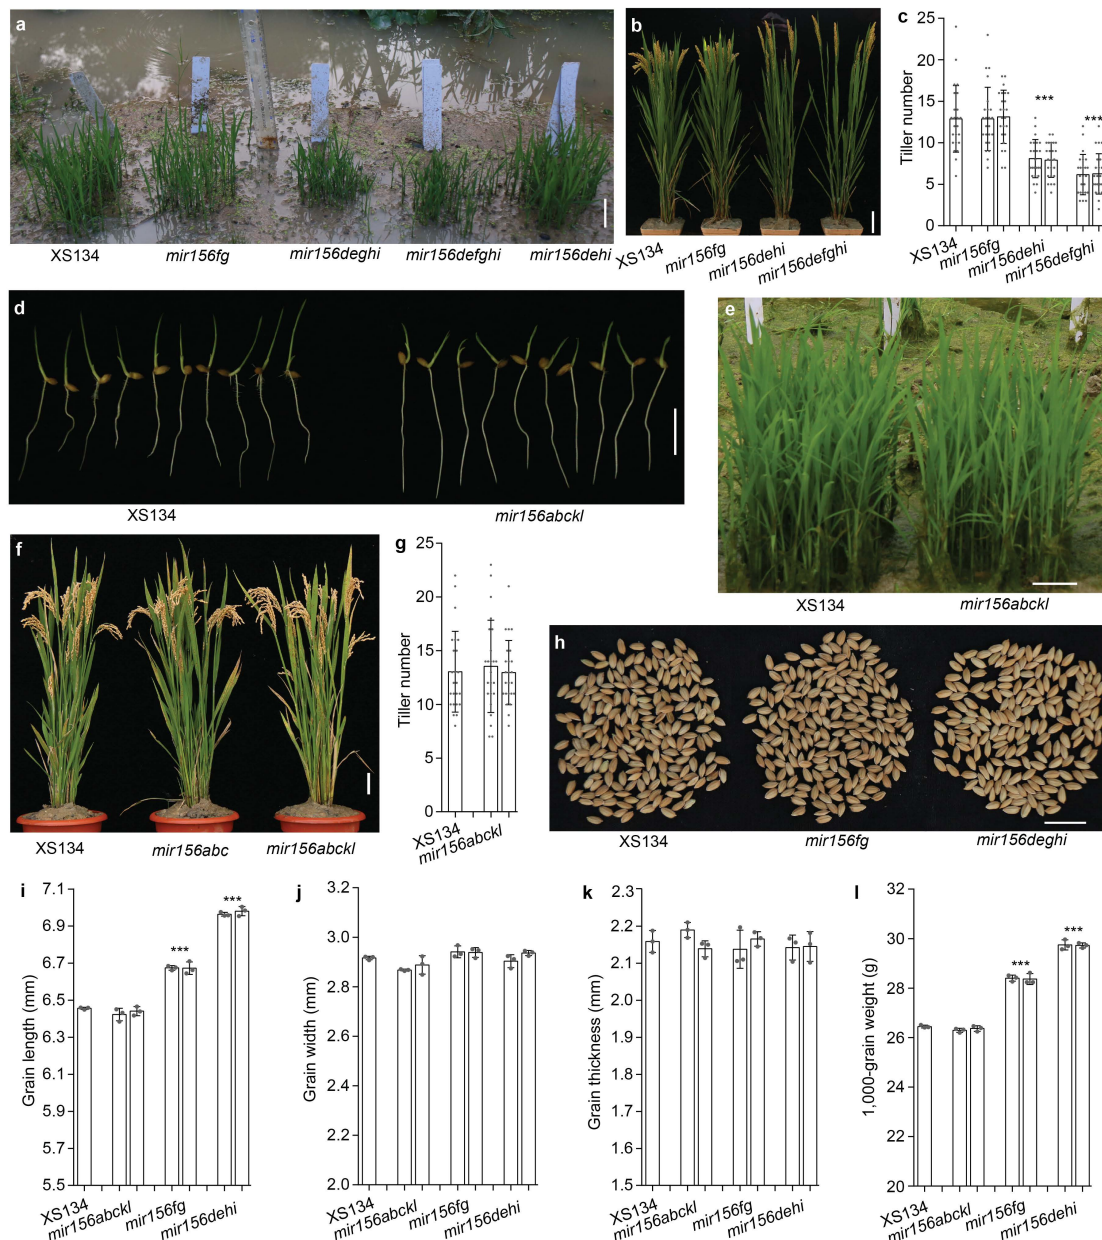

**Supplementary Figure 4** Plant architectures and grain shapes of the *mir156* mutants.

(a) Ten-day-old seedlings of the wild type, *mir156fg*, *mir156dehi*, *mir156deghi* and *mir156defghi*. Scale bar, 5 cm. (b) Wild-type, *mir156fg*, *mir156dehi* and *mir156defghi* plants at the mature stage. Scale bar, 10 cm. (c) Tiller numbers per plant of the wild type, *mir156fg*, *mir156dehi*, and *mir156defghi* at the seed-filling stage. (d) Wild-type and *mir156abckl* seedlings at the fifth day after germination. Scale bar, 2 cm. (e) 22-day-old seedlings of the wild type and *mir156abckl*. Scale bar, 5 cm. (f) Wild-type, *mir156abc* and *mir156abckl* plants at the mature stage. Scale bar, 10 cm. (g) Tiller numbers per plant of the wild type and *mir156abckl* at the seed-filling stage. (h) Grains of the wild type, *mir156fg* and *mir156deghi*. Scale bar, 2 cm. (i–k) Grain lengths (i), widths (j) and thicknesses (k) of the wild type, *mir156abckl*, *mir156fg* and *mir156dehi*. (l) 1000-grain weights of the wild type, *mir156abckl*, *mir156fg* and *mir156dehi*. Data are presented as means  $\pm$  SD. Each bar in the bar charts represents an independent line. *P* values (versus the wild type) were calculated with Student's

*t*-test. \*\*\*,  $P < 0.001$ . Source data are provided as a Source Data file.

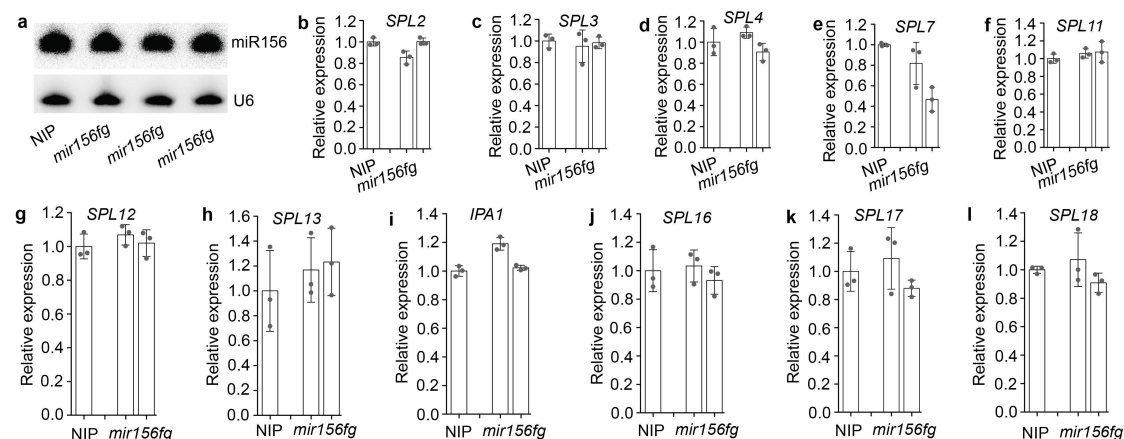

**Supplementary Figure 5** Expression analyses of miR156 and its target genes in wild-type and *mir156fg* seedling shoots. (a) Northern blot showing miR156 abundance in wild-type and *mir156fg* seedling shoots. Three independent *mir156fg* lines were used in the Northern blotting assays. U6 RNA and miR159 were used as loading controls. (b–i) Relative expression levels of miR156 target genes in wild-type and *mir156fg* seedling shoots. Two independent *mir156fg* lines were used for the *SPL* expression analyses. Fourteen-day-old seedlings were used in the Northern blotting and *SPL* expression analyses. Three independent biological replicates were performed, and error bars indicate standard deviation. NIP, Nipponbare. Source data are provided as a Source Data file.

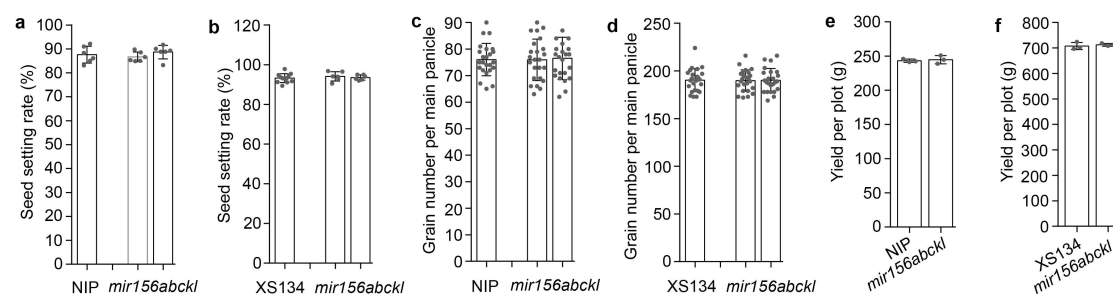

**Supplementary Figure 6** Grain productivities of the wild type and *mir156abckl*. (a and b) Seed setting rates of the wild type and *mir156abckl* in Nipponbare (a) and XS134 (b) background. Six plants of the wild type and *mir156abckl* were investigated, respectively, for fertility comparison. (c and d) Grain numbers per main panicle of the wild type and *mir156abckl* in Nipponbare (c) and XS134 (d) background. (e and f) Yields per plot (90 cm x 60 cm) in Nipponbare (e) and XS134 (f) background. Data are presented as means  $\pm$  SD. Each bar in the bar charts represents an independent line. NIP, Nipponbare. Source data are provided as a Source Data file.

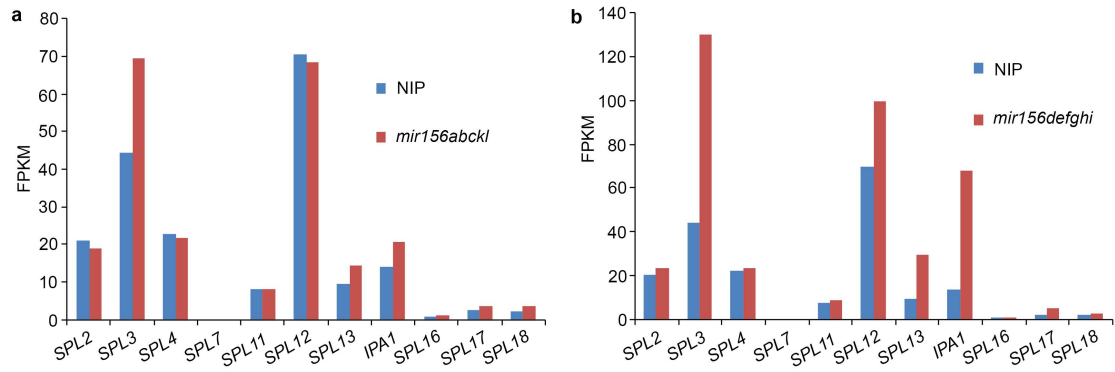

**Supplementary Figure 7** Relative expression analyses of miR156 target genes in unelongated culms of 20-day-old seedlings. FPKM, fragments per kilobase of exon per million reads mapped. The data were obtained from the transcriptome analyses. The FPKM values were used to compare relative level of gene expression. Source data are provided as a Source Data file.

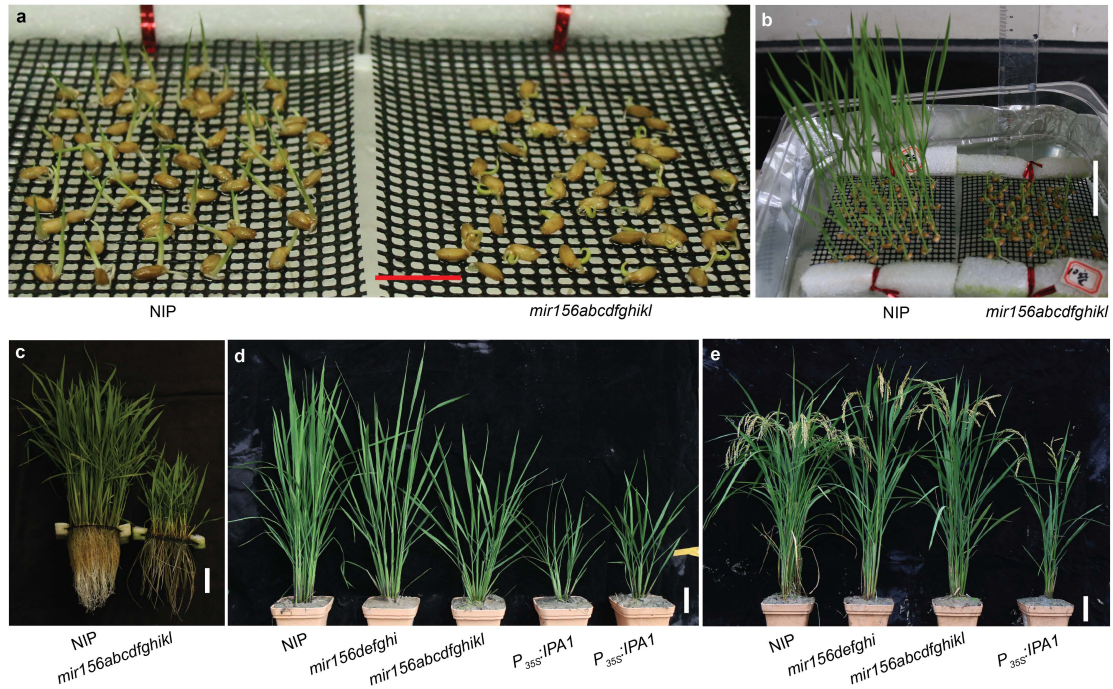

**Supplementary Figure 8** Comparison of wild-type, *mir156abcd fghikl*, *mir156defghi* and *IPA1* over-expression ( $P_{35S}:IPA1$ ) plants. (a–c) Wild-type and *mir156abcd fghikl* seedlings at the third (a), eighth (b) and twenty-third (c) day after germination. Scale bar in a, 2 cm; Scale bars in b and c, 5 cm. (d) 65-day-old plants of the wild type, *mir156defghi*, *mir156abcd fghikl* and two  $P_{35S}:IPA1$  lines. Scale bar, 10 cm. (e) Plants of the wild type, *mir156defghi*, *mir156abcd fghikl* and  $P_{35S}:IPA1$  at the mature stage. Scale bar, 10 cm. NIP, Nipponbare.

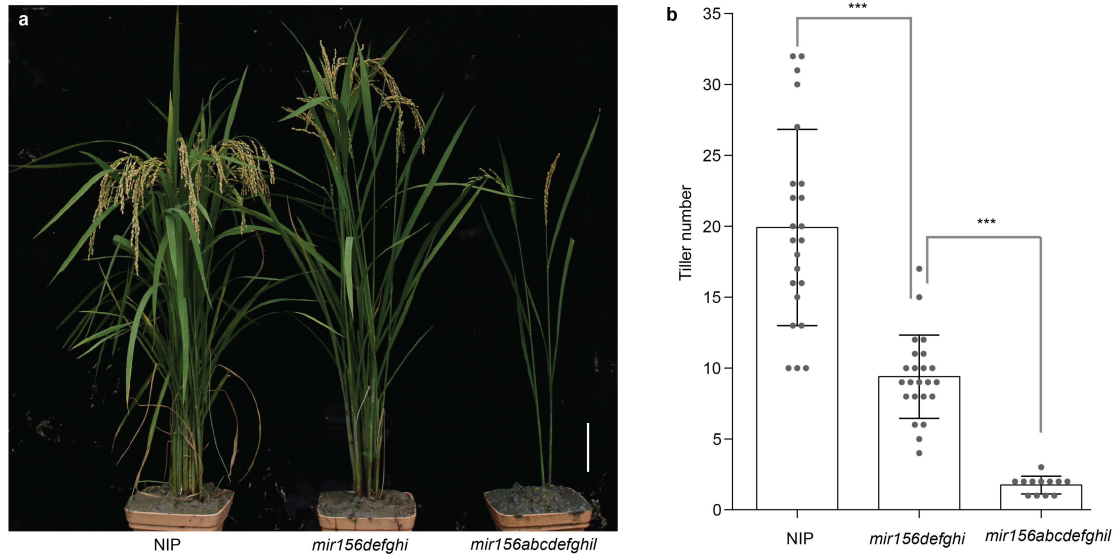

**Supplementary Figure 9** Comparison of the wild type, *mir156defghi* and *mir156abcdefghil* at the mature stage. **(a)** Wild-type, *mir156defghi* and *mir156abcdefghil* plants at the mature stage. Scale bar, 10 cm. **(b)** Tiller numbers per plant of the wild type, *mir156defghi* and *mir156abcdefghil*. Data are presented as means  $\pm$  SD. *P* values were calculated with Student's *t*-test. \*\*\*, *P* < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file.

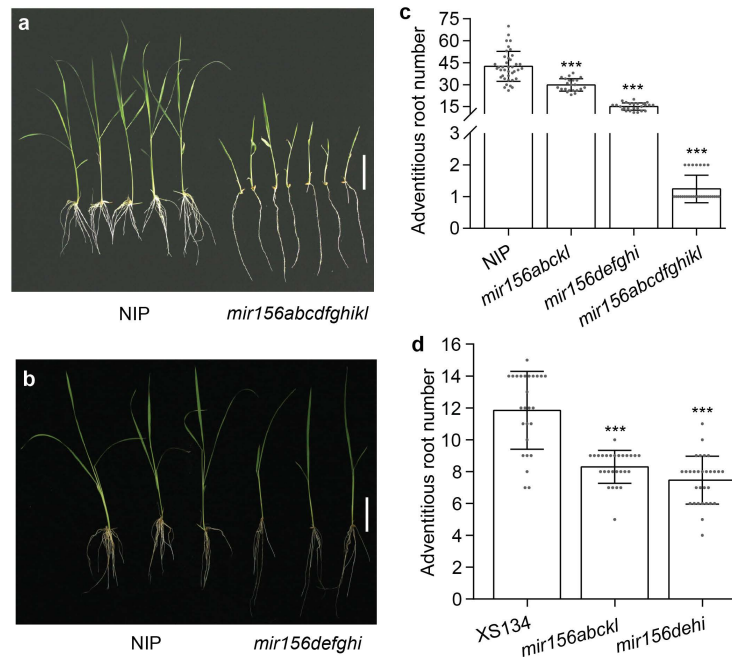

**Supplementary Figure 10** *mir156* mutations suppressed adventitious root formation. (a) Comparison of the roots of 20-day-old wild-type and *mir156abcdfghikl* seedlings. (b) Comparison of the roots of two-week-old wild-type and *mir156defghi* seedlings. (c) Adventitious root numbers of 20-day-old wild-type, *mir156abckl*, *mir156defghi* and *mir156abcdfghikl* seedlings in Nipponbare background. (d) Adventitious root numbers of 10-day-old wild-type, *mir156abckl* and *mir156dehi* seedlings in XS134 background. Scale bars, 5 cm. Data are presented as means  $\pm$  SD. *P* values (versus the wild type) were calculated with Student's *t*-test. \*\*\*, *P* < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file.

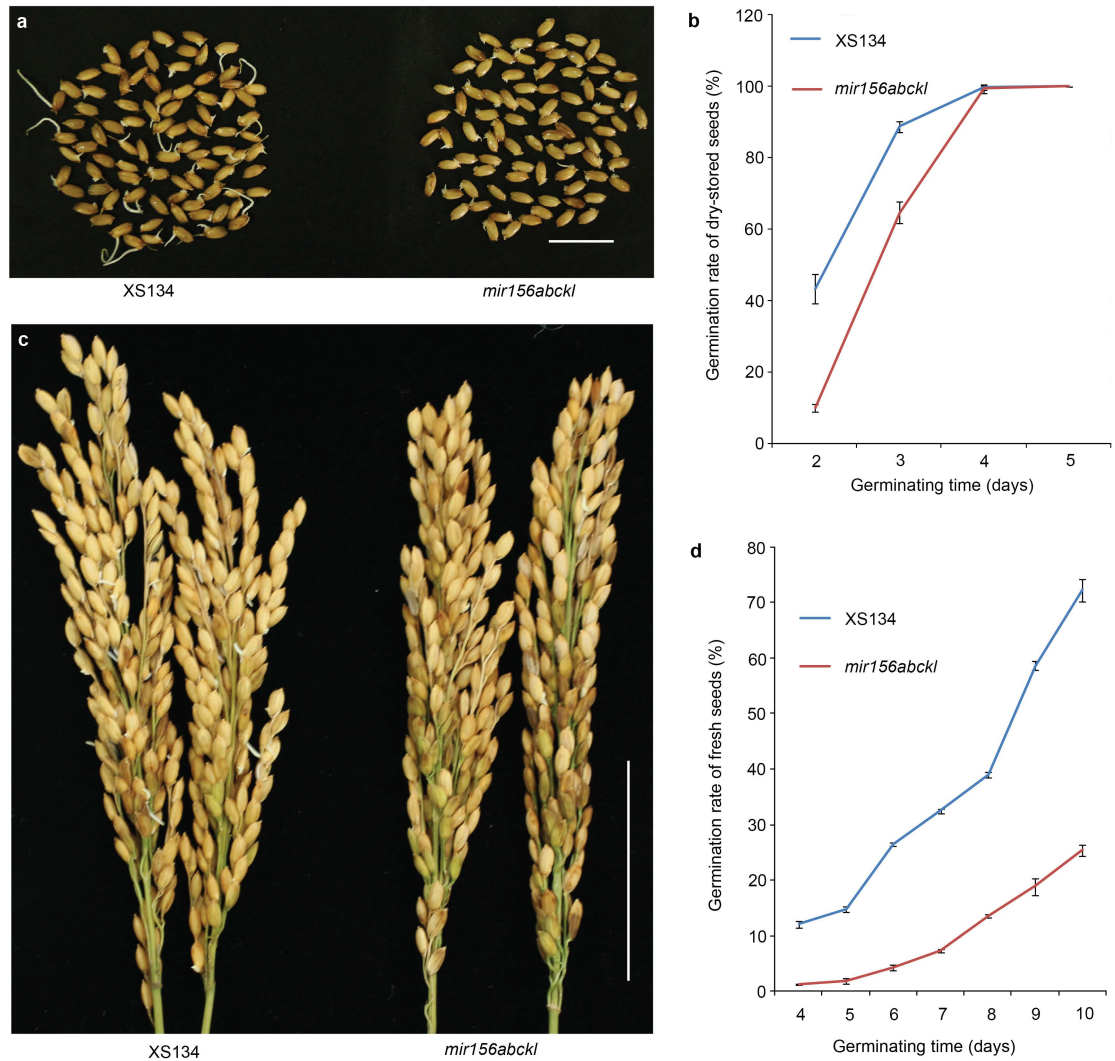

**Supplementary Figure 11** *mir156abckl* mutations enhanced seed dormancy. **(a and b)** Germination assay of wild-type and *mir156abckl* seeds. After harvest, the seeds for this assay were immediately dried in a 42 °C dry oven for seven days, and then stored in a 20 °C dry cabinet for two weeks. Scale bar, 2 cm. **(c and d)** Germination assay of wild-type and *mir156abckl* fresh seeds. Scale bar, 5 cm. Data are presented as means  $\pm$  SD. Source data are provided as a Source Data file.

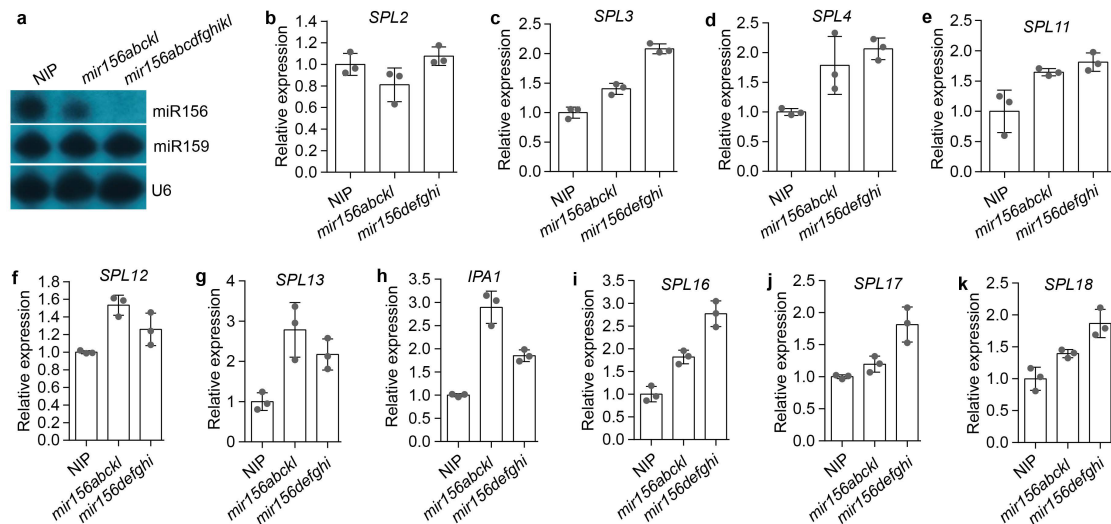

**Supplementary Figure 12** Expression analyses of miR156 and its target genes in the seed embryos of *mir156* mutants. (a) Northern blot showing miR156 abundance in germinating seed embryos of the wild type, *mir156abckl* and *mir156abcdgfhikl*. U6 RNA and miR159 were used as loading controls. Dried seeds were put in water of 30 °C for 36 hours, and then the embryos of these germinating seeds were used in the Northern blotting assays. (b–k) Relative expression levels of miR156 target genes in wild-type, *mir156abckl* and *mir156defghi* fresh seed embryos. The expression of *SPL7* was not detected in the fresh seed embryos. Three independent biological replicates were performed, and error bars indicate standard deviation. NIP, Nipponbare. Source data are provided as a Source Data file.

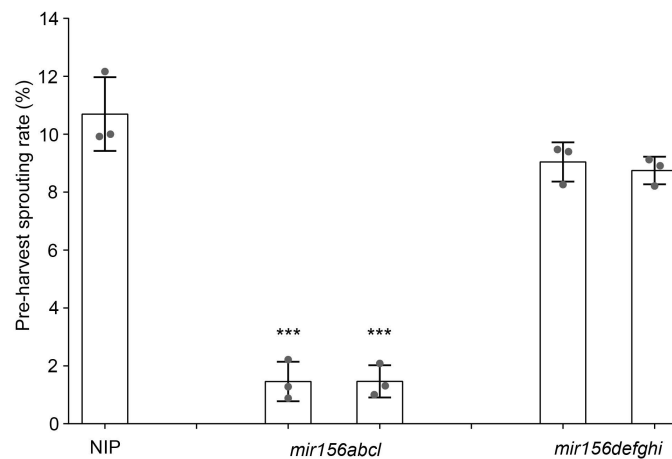

**Supplementary Figure 13** PHS rates of wild-type, *mir156defghi* and *mir156abckl* seeds in Hangzhou of the year 2017. Two independent lines of every mutant type were investigated for the PHS data. Data are presented as means  $\pm$  SD. *P* values (versus the wild type) were calculated with Student's *t*-test. \*\*\*, *P* < 0.001. NIP, Nipponbare. Source data are provided as a Source Data file.

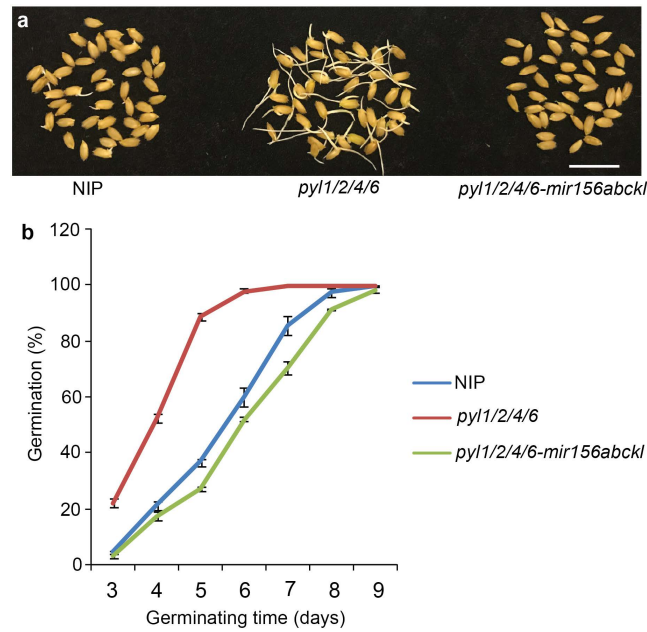

**Supplementary Figure 14** *mir156abckl* mutations suppressed the seed dormancy defects caused by *pyl1/2/4/6* mutations. (a) Germination comparison of wild-type, *pyl1/2/4/6* and *pyl1/2/4/6-mir156abckl* fresh seeds. Scale bar, 2 cm. (b) Germination rates of wild-type, *pyl1/2/4/6* and *pyl1/2/4/6-mir156abckl* fresh seeds. Data are presented as means  $\pm$  SD. NIP, Nipponbare. Source data are provided as a Source Data file.

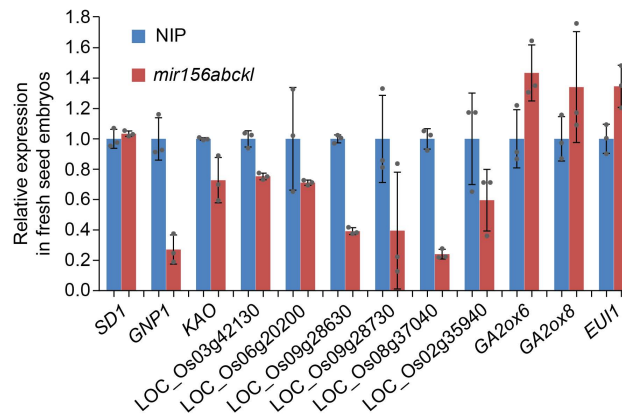

**Supplementary Figure 15** Relative expression levels of several GA biosynthetic, signaling and deactivating genes in fresh seed embryos of the wild type and *mir156abckl*. Three independent biological replicates were performed, and error bars indicate standard deviation. NIP, Nipponbare. Source data are provided as a Source Data file.

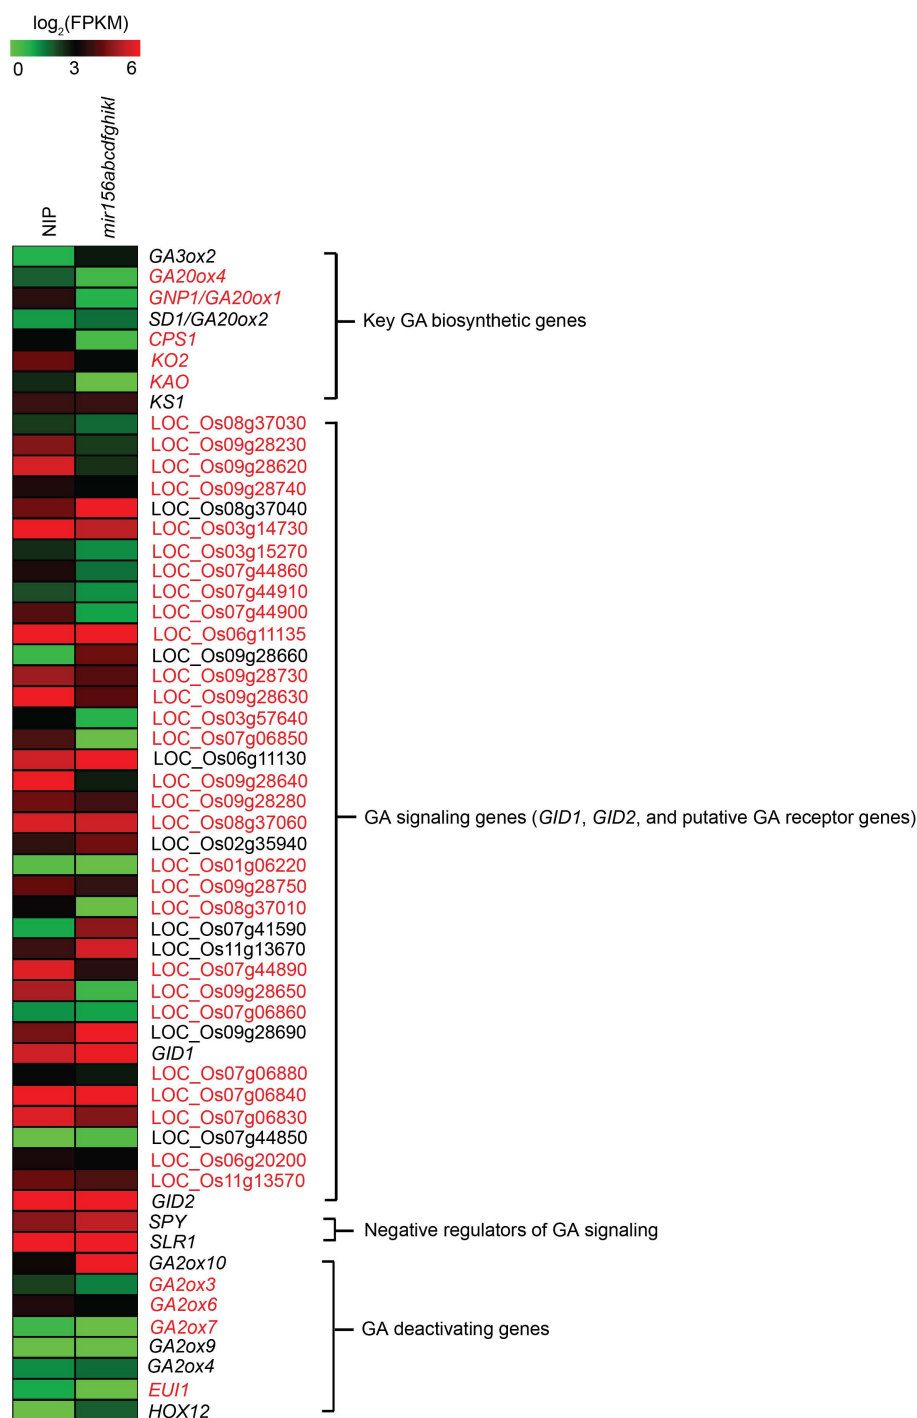

**Supplementary Figure 16** Expression profiles of GA biosynthetic, signaling and deactivating genes in wild-type and *mir156abcd fghikl* seedling shoots. FPKM, fragments per kilobase of exon per million reads mapped. The genes with decreased FPKMs in *mir156abcd fghikl* are highlighted in red. The data were taken from the transcriptome analyses. NIP, Nipponbare. Source data are provided as a Source Data file.

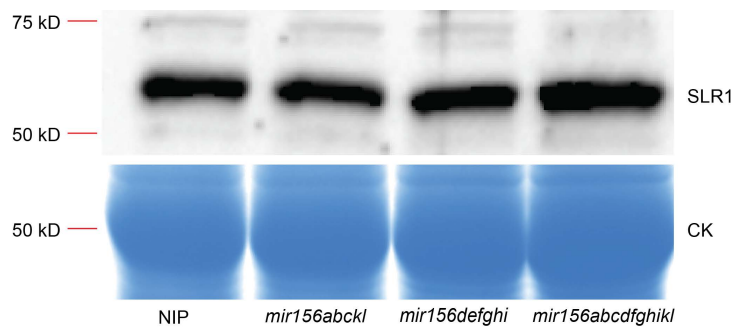

**Supplementary Figure 17** Western blotting assay showing relative SLR1 protein accumulation in wild-type, *mir156abckl*, *mir156defghi*, and *mir156abcdfghikl* seedling shoots. Seven-day-old seedlings were used in the Western blotting assay. CK, the Robisco protein was used as loading control. NIP, Nipponbare.

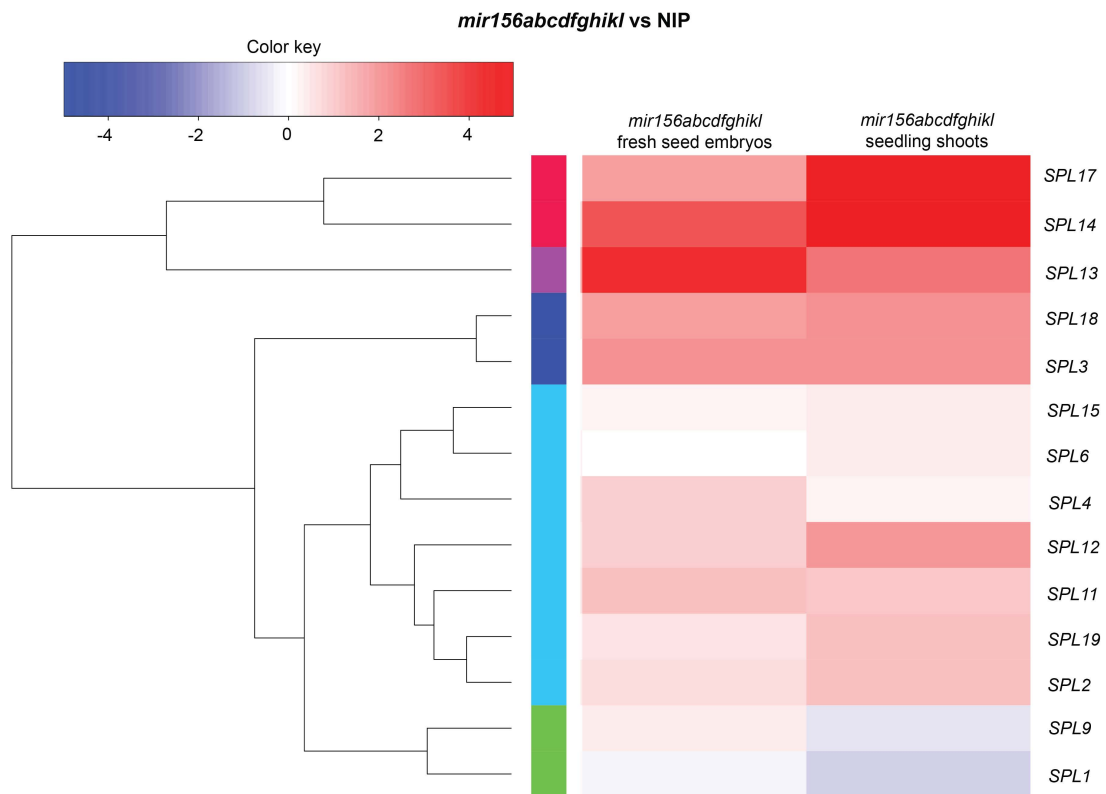

**Supplementary Figure 18** The expression changes of miR156 target genes between the wild type and *mir156abcdfghikl* in fresh seed embryos and seedling shoots. NIP, Nipponbare. Color key,  $\log_2(\text{mir156abcdfghikl\_FPKM}/\text{NIP\_FPKM})$ ; FPKM, fragments per kilobase of exon per million reads mapped. The data were taken from the transcriptome analyses. Source data are provided as a Source Data file.

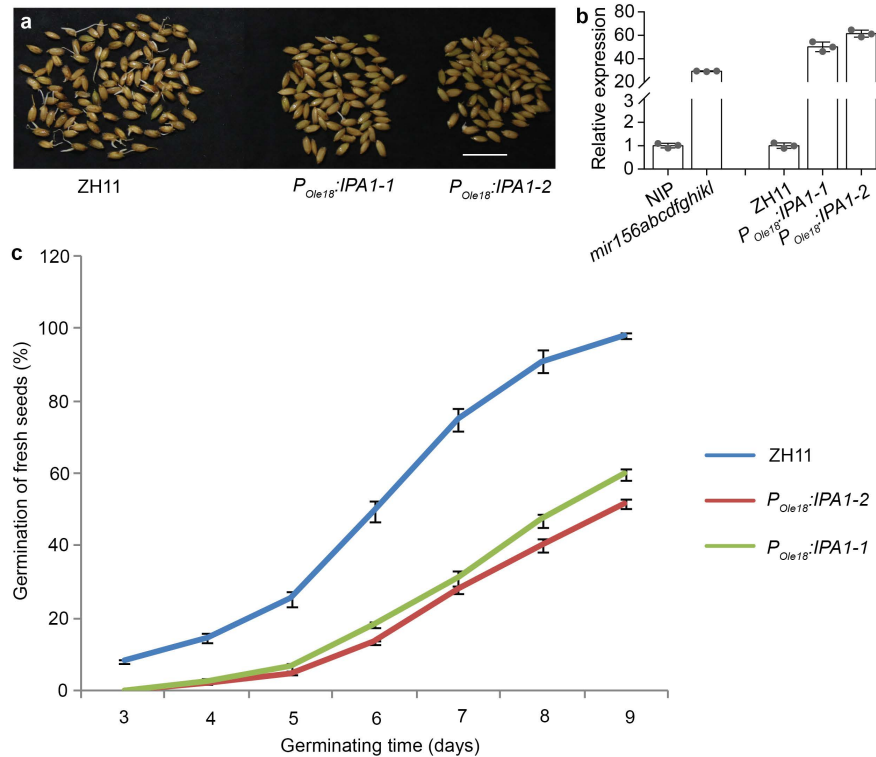

**Supplementary Figure 19** Seed-specific over-expression of *IPA1* enhanced seed dormancy. **(a)** Fresh seed germinations of the wild type and two seed-specific *IPA1* over-expression ( $P_{Ole18}:IPA1$ ) lines. Scale bar, 2 cm. **(b)** Relative expression level of *IPA1* in the fresh seed embryos of the wild type, *mir156abcd fghikl* and two  $P_{Ole18}:IPA1$  lines. **(c)** Germination rates of fresh seeds of the wild type and two  $P_{Ole18}:IPA1$  lines. Three independent biological replicates were performed, and error bars indicate standard deviation. The seed-specific over-expression lines were constructed in ZH11 background. ZH11, the *japonica* rice variety Zhonghua 11. Source data are provided as a Source Data file.

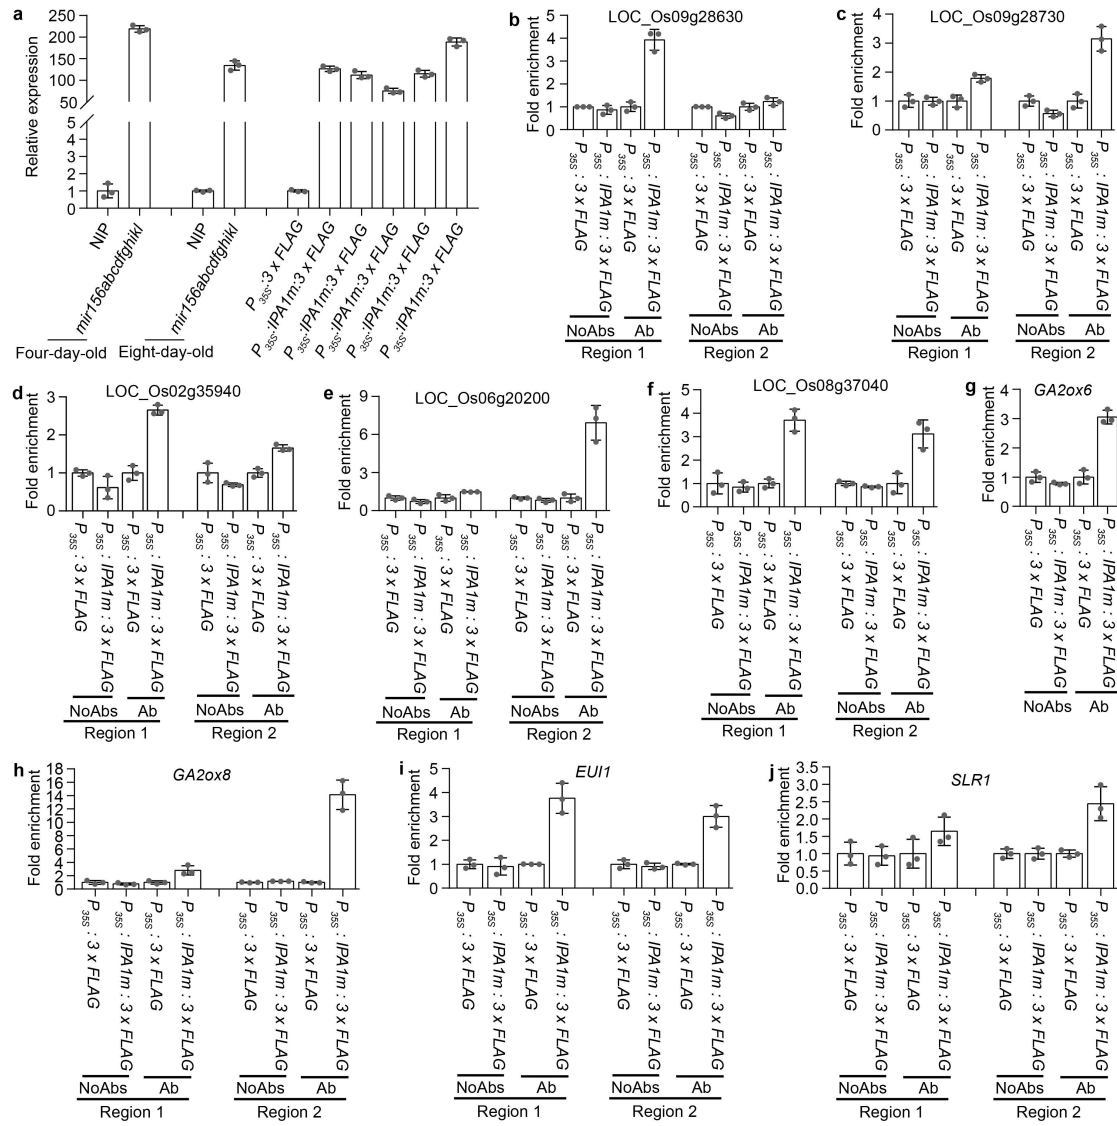

**Supplementary Figure 20** ChIP-qPCR assays showing *in vivo* interactions between IPA1 and promoters of GA signaling and deactivating genes. **(a)** RT-qPCR analyses of *IPA1* expression in the seedling shoots of Nipponbare (NIP), *mir156abcdgfhikl*, *P<sub>35S</sub>:3×FLAG*, and *P<sub>35S</sub>:IPA1m:3×FLAG* plants. Five *P<sub>35S</sub>:IPA1m:3×FLAG* plants of T0 generation (about 20-day-old) were used in the expression analyses and subsequently ChIP-qPCR assays. **(b–j)** *In vivo* interactions revealed by ChIP-qPCR assays. Five 20-day-old *P<sub>35S</sub>:IPA1m:3×FLAG* seedlings of T0 generation were used in these assays, and the seedling shoots of these five *P<sub>35S</sub>:IPA1m:3×FLAG* plants were pooled together to conduct the ChIP-qPCR assays. IPA1m, IPA1-coding sequence with synonymous mutations at miR156-targeting site; NoAbs, without antibodies; Ab, antibodies against FLAG; regions, the fragments in the promoters detected for interactions with IPA1. Values are means  $\pm$  SE (n = 3). The fold enrichment was normalized against the promoter of *UBIQUITIN*. Source data are provided as a Source Data file.

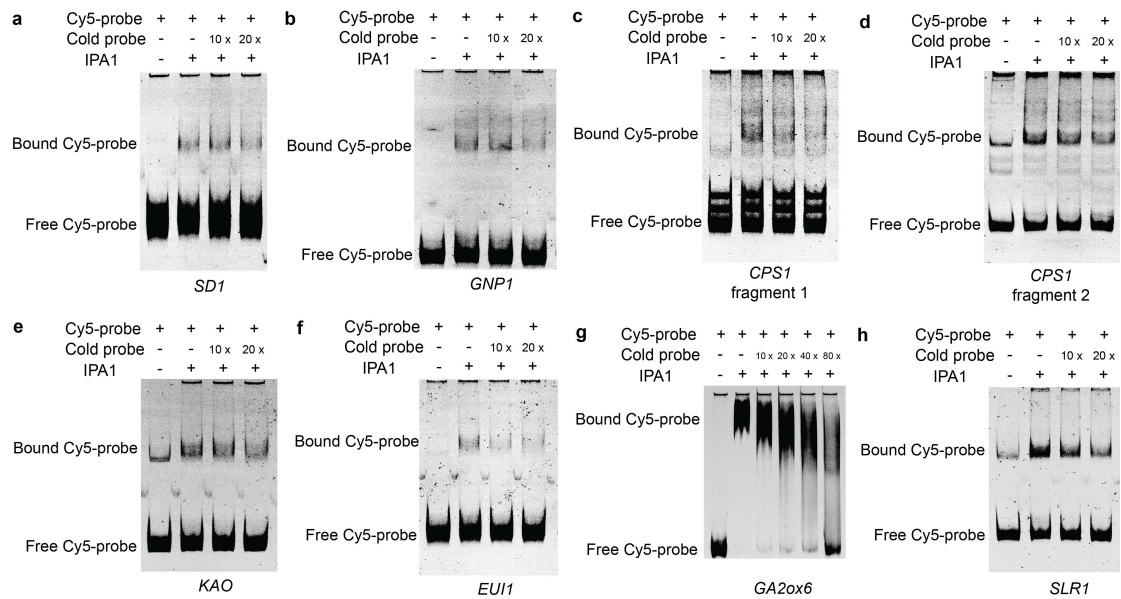

**Supplementary Figure 21** Direct binding of IPA1 to the promoters of seven GA-related genes. The 10-, 20-, 40-, or 80-fold excess nonlabeled probes were used for competition assays. Fragments, the promoter fragments tested for interactions with IPA1; Cy5-probe, Cy5-labeled probe; cold probe, unlabeled probe. Source data are provided as a Source Data file.

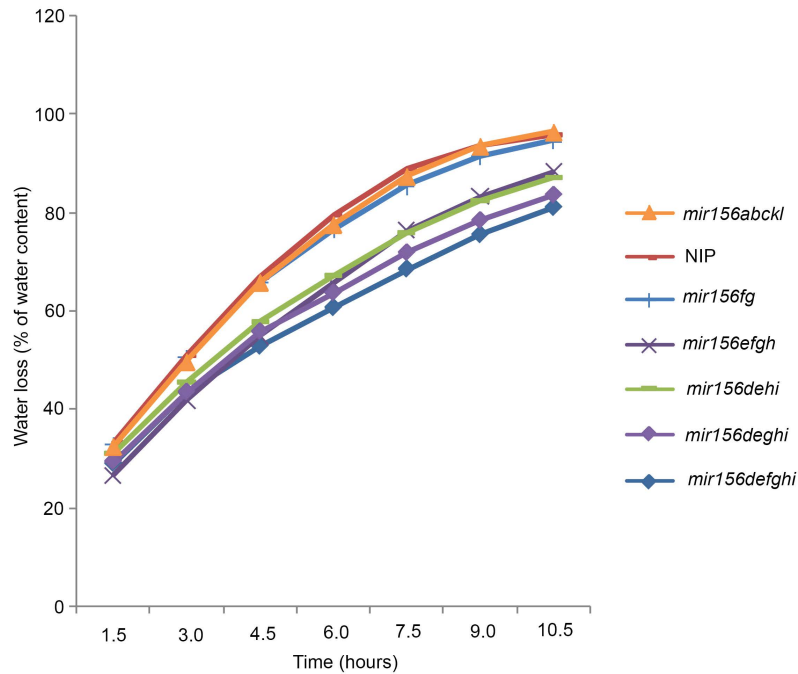

**Supplementary Figure 22** Cumulative transpirational water loss from the detached flag leaf blades of the wild type, *mir156abckl*, *mir156fg*, *mir156efgh*, *mir156dehi*, *mir156deghe*, and *mir156defghi*. For water loss assays, detached flag leaf blades were placed in room temperature and weighed at indicated time points. NIP, Nipponbare. Source data are provided as a Source Data file.

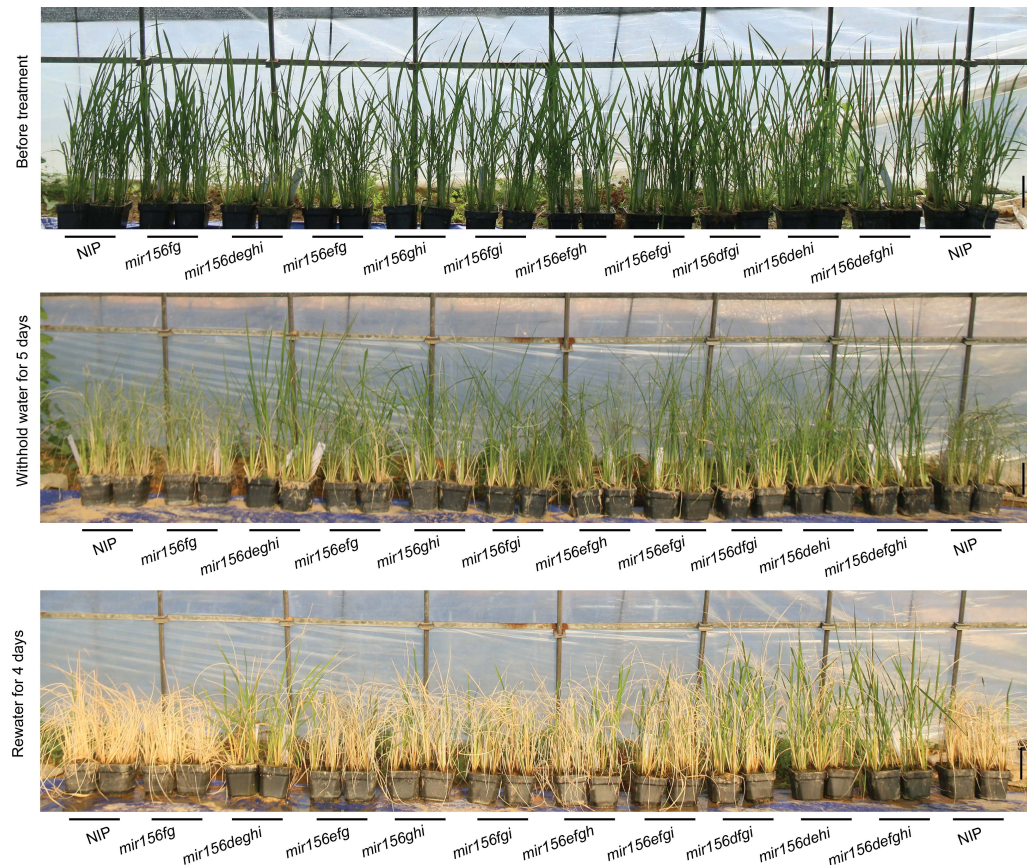

**Supplementary Figure 23** Drought stress assays of wild-type, *mir156fg*, *mir156efg*, *mir156ghi*, *mir156fgi*, *mir156efgh*, *mir156efgi*, *mir156dfgi*, *mir156dehi*, *mir156deghe*, and *mir156deghe* plants. Thirty-day-old plants were used for the drought stress assays. NIP, Nipponbare. Scale bars, 10 cm.

**Supplementary Table 1** Tiller numbers, plant heights, and spikelet numbers per main panicle of the wild type and group I *mir156* mutants

| Genotype            | No. of plants | Tiller number per plant  | Plant height (cm)         | No. of spikelets        |
|---------------------|---------------|--------------------------|---------------------------|-------------------------|
| <i>mir156defghi</i> | 20            | 9.3 ± 2.3 <sup>c</sup>   | 88.97 ± 2.85 <sup>c</sup> | 60.9 ± 5.9 <sup>a</sup> |
| <i>mir156defghi</i> | 22            | 9.0 ± 1.7 <sup>c</sup>   | 88.29 ± 1.88 <sup>c</sup> | 67.6 ± 12.1             |
| <i>mir156defgh</i>  | 20            | 10.2 ± 3.4 <sup>c</sup>  | 88.88 ± 2.97 <sup>c</sup> | 63.1 ± 10.5             |
| NIP                 | 23            | 21.4 ± 4.9               | 77.86 ± 2.83              | 67.7 ± 9.4              |
| <i>mir156defgh</i>  | 21            | 8.9 ± 2.9 <sup>c</sup>   | 86.62 ± 2.57 <sup>c</sup> | 60 ± 4.6 <sup>b</sup>   |
| <i>mir156defgi</i>  | 21            | 13 ± 3.8 <sup>c</sup>    | 84.71 ± 2.25 <sup>c</sup> | 67 ± 10.7               |
| <i>mir156defgi</i>  | 20            | 11 ± 5.2 <sup>c</sup>    | 85.62 ± 3.99 <sup>c</sup> | 68.1 ± 8.8              |
| <i>mir156dehi</i>   | 24            | 11.9 ± 6.3 <sup>c</sup>  | 88.67 ± 1.85 <sup>c</sup> | 70.2 ± 8.4              |
| <i>mir156dehi</i>   | 19            | 12.6 ± 3.9 <sup>c</sup>  | 88.99 ± 1.42 <sup>c</sup> | 70.7 ± 6                |
| <i>mir156dfgi</i>   | 20            | 14.9 ± 6.3 <sup>c</sup>  | 85.64 ± 2.46 <sup>c</sup> | 72.1 ± 5.3              |
| NIP                 | 20            | 22 ± 5.3                 | 77.81 ± 3.21              | 71.8 ± 9.8              |
| <i>mir156dfgi</i>   | 20            | 12.9 ± 5.9 <sup>c</sup>  | 85.44 ± 2.25 <sup>c</sup> | 68.7 ± 7.2              |
| <i>mir156efgi</i>   | 21            | 13.1 ± 3 <sup>c</sup>    | 84.62 ± 3.76 <sup>c</sup> | 72.7 ± 11.2             |
| <i>mir156efgi</i>   | 23            | 10.3 ± 2.7 <sup>c</sup>  | 85.17 ± 3.71 <sup>c</sup> | 81.7 ± 9.2 <sup>b</sup> |
| <i>mir156efgh</i>   | 18            | 15.3 ± 4.3 <sup>c</sup>  | 87.18 ± 3.13 <sup>c</sup> | 74 ± 8.4 <sup>b</sup>   |
| <i>mir156efgh</i>   | 18            | 11.78 ± 3.7 <sup>c</sup> | 85.82 ± 3.48 <sup>c</sup> | 70.6 ± 8.5              |
| <i>mir156eghi</i>   | 21            | 13.86 ± 3.8 <sup>c</sup> | 77.76 ± 1.9 <sup>b</sup>  | 64.56 ± 8.4             |
| NIP                 | 18            | 21.89 ± 4.8              | 75.07 ± 3.2               | 65.4 ± 10.5             |
| <i>mir156dghi</i>   | 21            | 14 ± 5.7 <sup>c</sup>    | 87.29 ± 2.82 <sup>c</sup> | 78.1 ± 12 <sup>b</sup>  |
| <i>mir156ghi</i>    | 23            | 13.48 ± 5.1 <sup>c</sup> | 83.9 ± 2.5 <sup>c</sup>   | 71 ± 11                 |
| <i>mir156efg</i>    | 19            | 18.26 ± 5.1 <sup>a</sup> | 76.28 ± 3.03              | 65.7 ± 10.2             |
| <i>mir156efg</i>    | 19            | 16.74 ± 7.6 <sup>a</sup> | 76.43 ± 2.63              | 61.1 ± 8.4              |
| <i>mir156fgi</i>    | 18            | 19.5 ± 6.1               | 74.17 ± 3.99              | 63.5 ± 6.9 <sup>a</sup> |
| <i>mir156ei</i>     | 24            | 17.13 ± 4.8 <sup>b</sup> | 73.01 ± 2.85              | 58.1 ± 8.3 <sup>c</sup> |
| NIP                 | 18            | 21 ± 4.6                 | 76.84 ± 2.85              | 69.3 ± 7.8              |
| <i>mir156fg</i>     | 19            | 19.1 ± 5                 | 77.72 ± 2.69              | 69.2 ± 6                |
| <i>mir156fg</i>     | 20            | 20.2 ± 7                 | 76.89 ± 2.31              | 73 ± 10.2               |

All data are present as means ± SD; *t*-test was used to compare the values between the wild type and *mir156* mutants; <sup>a, b, c</sup> statistically significant at *P* < 0.05, 0.01 and 0.001 respectively; 3 largest panicles per plant were investigated for the No. of spikelets per main panicle (18 ≤ n ≤ 24); NIP, Nipponbare. Source data are provided as a Source Data file.

**Supplementary Table 2** Expression profiles of miR156 target genes in unelongated culms of wild-type and *mir156abckl* seedlings

| Genes        | NIP_FPKM | <i>mir156abckl</i> _FPKM | $\text{Log}_2(\text{mir156abckl} / \text{NIP})$ | <i>P</i> _value | <i>q</i> _value |
|--------------|----------|--------------------------|-------------------------------------------------|-----------------|-----------------|
| <i>SPL2</i>  | 21.0883  | 19.2491                  | -0.131655                                       | 0.0996          | 0.166383        |
| <i>SPL3</i>  | 44.47    | 69.722                   | 0.648781                                        | 0.00005         | 0.000182374     |
| <i>SPL4</i>  | 22.8996  | 21.8477                  | -0.0678436                                      | 0.51415         | 0.620702        |
| <i>SPL7</i>  | —        | —                        | —                                               | —               | —               |
| <i>SPL11</i> | 8.18178  | 8.35533                  | 0.0302814                                       | 0.7735          | 0.836478        |
| <i>SPL12</i> | 70.4663  | 68.4109                  | -0.0427064                                      | 0.52385         | 0.629447        |
| <i>SPL13</i> | 9.83188  | 14.6551                  | 0.575866                                        | 0.00005         | 0.000182374     |
| <i>IPA1</i>  | 14.1521  | 20.8426                  | 0.558513                                        | 0.00005         | 0.000182374     |
| <i>SPL16</i> | 0.954843 | 1.32208                  | 0.46947                                         | 0.0386          | 0.0745171       |
| <i>SPL17</i> | 2.62183  | 3.7407                   | 0.512732                                        | 0.00125         | 0.00357331      |
| <i>SPL18</i> | 2.54522  | 3.67932                  | 0.531651                                        | 0.0017          | 0.00471343      |

The data were taken from the transcriptome analyses. —, undetectable expression; NIP, Nipponbare. Source data are provided as a Source Data file.

**Supplementary Table 3** Expression profiles of miR156 target genes in unelongated culms of wild-type and *mir156defghi* seedlings

| Genes        | NIP_FPKM | <i>mir156defghi</i> _FPKM | $\text{Log}_2(\text{mir156defghi} / \text{NIP})$ | <i>P</i> _value | <i>q</i> _value |
|--------------|----------|---------------------------|--------------------------------------------------|-----------------|-----------------|
| <i>SPL2</i>  | 20.9733  | 23.5354                   | 0.16628                                          | 0.0849          | 0.157669        |
| <i>SPL3</i>  | 44.2086  | 130.01                    | 1.55622                                          | 0.00005         | 0.00022456      |
| <i>SPL4</i>  | 22.7726  | 23.4414                   | 0.0417546                                        | 0.7177          | 0.802728        |
| <i>SPL7</i>  | —        | —                         | —                                                | —               | —               |
| <i>SPL11</i> | 8.13516  | 8.8555                    | 0.122404                                         | 0.3123          | 0.437697        |
| <i>SPL12</i> | 70.0645  | 99.6751                   | 0.508549                                         | 0.00005         | 0.00022456      |
| <i>SPL13</i> | 9.78071  | 29.9168                   | 1.61295                                          | 0.00005         | 0.00022456      |
| <i>IPA1</i>  | 14.0763  | 68.2081                   | 2.27668                                          | 0.00005         | 0.00022456      |
| <i>SPL16</i> | 0.949682 | 1.05124                   | 0.14657                                          | 0.5526          | 0.665897        |
| <i>SPL17</i> | 2.60693  | 5.23315                   | 1.00533                                          | 0.00005         | 0.00022456      |
| <i>SPL18</i> | 2.53177  | 3.00986                   | 0.249552                                         | 0.17115         | 0.274987        |

The data were taken from the transcriptome analyses. —, undetectable expression; NIP, Nipponbare. Source data are provided as a Source Data file.

**Supplementary Table 4** Expression profiles of miR156 target genes in wild-type and *mir156abcdghikl* fresh seed embryos

| Genes        | NIP_FPKM | <i>mir156abcdghikl</i> _FPKM | $\text{Log}_2(\text{mir156abcdghikl} / \text{NIP})$ | <i>P</i> _value | <i>q</i> _value |
|--------------|----------|------------------------------|-----------------------------------------------------|-----------------|-----------------|
| <i>SPL2</i>  | 0.542494 | 0.836622                     | 0.624968                                            | 0.13565         | 0.478693        |
| <i>SPL3</i>  | 5.5307   | 23.1781                      | 2.06723                                             | 0.00005         | 0.00139824      |
| <i>SPL4</i>  | 4.44413  | 8.29227                      | 0.899867                                            | 0.00015         | 0.00357622      |
| <i>SPL7</i>  | —        | —                            | —                                                   | —               | —               |
| <i>SPL11</i> | 2.52843  | 5.54622                      | 1.13326                                             | 0.0001          | 0.00255101      |
| <i>SPL12</i> | 8.42813  | 15.6035                      | 0.888588                                            | 0.00005         | 0.00139824      |
| <i>SPL13</i> | 0.123262 | 2.37699                      | 4.26934                                             | 0.00055         | 0.0100066       |
| <i>IPA1</i>  | 8.6931   | 86.8622                      | 3.32079                                             | 0.00005         | 0.00139824      |
| <i>SPL16</i> | —        | —                            | —                                                   | —               | —               |
| <i>SPL17</i> | 2.453    | 9.17608                      | 1.90333                                             | 0.00005         | 0.00139824      |
| <i>SPL18</i> | 0.947711 | 3.54328                      | 1.90257                                             | 0.00005         | 0.00139824      |

The data were taken from the transcriptome analyses. —, undetectable expression; NIP, Nipponbare. Source data are provided as a Source Data file.

**Supplementary Table 5** Expression profiles of miR156 target genes in wild-type and *mir156abcdghikl* seedling shoots

| Genes        | NIP_FPKM  | <i>mir156abcdghikl</i> _FPKM | $\text{Log}_2(\text{mir156abcdghikl} / \text{NIP})$ | <i>P</i> _value | <i>q</i> _value |
|--------------|-----------|------------------------------|-----------------------------------------------------|-----------------|-----------------|
| <i>SPL2</i>  | 12.397    | 28.3187                      | 1.19176                                             | 0.00005         | 0.0000993302    |
| <i>SPL3</i>  | 18.4319   | 82.4889                      | 2.16199                                             | 0.00005         | 0.0000993302    |
| <i>SPL4</i>  | 12.2986   | 14.499                       | 0.237451                                            | 0.17765         | 0.214112        |
| <i>SPL7</i>  | 0.0812527 | 1.16495                      | 3.84171                                             | 0.0032          | 0.0051636       |
| <i>SPL11</i> | 5.60632   | 11.7975                      | 1.07336                                             | 0.00005         | 0.0000993302    |
| <i>SPL12</i> | 16.7684   | 64.1154                      | 1.93493                                             | 0.00005         | 0.0000993302    |
| <i>SPL13</i> | 5.10738   | 33.5657                      | 2.71633                                             | 0.00005         | 0.0000993302    |
| <i>IPA1</i>  | 1.07335   | 33.7871                      | 4.97628                                             | 0.00005         | 0.0000993302    |
| <i>SPL16</i> | 0.265821  | 3.24186                      | 3.60829                                             | 0.00005         | 0.0000993302    |
| <i>SPL17</i> | 0.378972  | 10.0147                      | 4.72388                                             | 0.00005         | 0.0000993302    |
| <i>SPL18</i> | 2.45144   | 11.146                       | 2.18483                                             | 0.00005         | 0.0000993302    |

The data were taken from the transcriptome analyses. NIP, Nipponbare. Source data are provided as a Source Data file.

**Supplementary Table 6** Probes used in the Northern blotting assays

| Probes      | Sequences (5' to 3')       |
|-------------|----------------------------|
| anti-miR156 | GTGCTCACTCTTCTGTCA         |
| anti-miR159 | TGGAGCTCCCTTCAATCCAAT      |
| U6          | TGTATCGTTCCAATTTTATCGGATGT |

**Supplementary Table 7** Primers for RT-qPCR

| Genes           | Primers    | Sequences (5' to 3')     |
|-----------------|------------|--------------------------|
| <i>GNP1</i>     | QGNP1-1F   | ATCATGCGCCTCAACTACTAC    |
|                 | QGNP1-1R   | TTGGAGAGCGCCATGAAGGTG    |
| <i>SD1</i>      | QSD1-F     | CAATGGGGAGGGTGTACCAGA    |
|                 | QSD1-R     | TCCTGGAGGAGGATGGTGAG     |
| <i>GA2ox4</i>   | QGA2ox4-F  | CTAGGCGACGACTTCAAACAC    |
|                 | QGA2ox4-R  | GTAGTAGTTGCACCGCATGATC   |
| <i>KAO</i>      | QKA0-F     | TTCGCAAGAGCAAAGGCTGAG    |
|                 | QKA0-R     | GGAAGGACACGAAGGAGATG     |
| <i>CPS1</i>     | QCPS1-F    | ATGTCAAGCATGAAAAGGATGG   |
|                 | QCPS1-R    | ACTTTTGACCTTCTCGAACTG    |
| <i>KO2</i>      | QKO2-F     | TAGCCAAGGAGGCGATGGTTG    |
|                 | QKO2-R     | TGTCACGAAATTGTTTCTGTGC   |
| LOC_Os03g42130  | Q42130-F   | CAGAGGACGTTCTTCGCGCT     |
|                 | Q42130-R   | CCATTGCCTCCCTGAATCCC     |
| LOC_Os06g20200  | Q20200-F   | TGTGATACTCCTGGAGCCGTA    |
|                 | Q20200-R   | GGAACGCTTCTTGCAGCTCG     |
| LOC_Os09g28630  | Q28630-F   | ATGGCCTCCGAGACCGAGC      |
|                 | Q28630-R   | CCTCCGTGGAAGAAGACGAG     |
| LOC_Os09g28730  | Q28730-F   | CTCCTCCACCCCTACTTCTG     |
|                 | Q28730-R   | AGCAGTGCTCCGCCGTAGTG     |
| LOC_Os08g37040  | Q37040-F   | CACTGCTACTTCCTCAACAACC   |
|                 | Q37040-R   | ATGGCTTTACTCGGGTGTGTAG   |
| LOC_ Os02g35940 | Q35940-F   | GAGATCCCAAGAAGACACGAG    |
|                 | Q35940-R   | CTCTTGTAGACCCGGAGGATC    |
| <i>SLR1</i>     | QSLR1-F    | TTGCAGCAGGTGGGTTGGAAG    |
|                 | QSLR1-R    | AGTTGACGGCGATCACCTCAG    |
| <i>SPY</i>      | QSPY-F     | CGAGTTGACTTGCTGCCACTCAT  |
|                 | QSPY-R     | CCATAGTAACACATGGAACCCCCA |
| <i>GA2ox6</i>   | QGA2ox6-F  | CACCTCCTTAAGGGGCGTGA     |
|                 | QGA2ox6-R  | GACGGTGAGGAAGTCGCTGT     |
| <i>GA2ox8</i>   | QGA2ox8-F  | CCCGATTCTTCTTCGTCAAC     |
|                 | QGA2ox8-R  | TCCCTGTACAGGCTCTGCTC     |
| <i>GA2ox10</i>  | QGA2ox10-F | AGGAGAAAGATGCGTTGGTTAGG  |
|                 | QGA2ox10-R | CGGAGCACCGAGATGATCTGA    |
| <i>EUI1</i>     | QEUI1-F    | AAGCCTACGGCGAGACGTAC     |
|                 | QEUI1-R    | CACGGGCCATGTAGAACTCC     |
| <i>SPL2</i>     | SPL2-F     | TGCGAGGCGCACTCCAAGA      |
|                 | SPL2-R     | CGAGGTGAATCTTGCCGCT      |
| <i>SPL3</i>     | SPL3-F     | CAGTGTAGTCGGTTTCACGG     |
|                 | SPL3-R     | CTTGACACAGCTTCCCATCTG    |
| <i>SPL4</i>     | SPL4-F     | AGTGCAGCCGGTTCCATGC      |
|                 | SPL4-R     | CTTACATGGCTGAGTGGAGC     |

|                                      |         |                          |
|--------------------------------------|---------|--------------------------|
| <i>SPL7</i>                          | SPL7-F  | ATGCAGCCGGTTCCACGTG      |
|                                      | SPL7-R  | TGGCTCTAGCCGATGACAGA     |
| <i>SPL11</i>                         | SPL11-F | GCAGTGCAGCAGGTTCCAC      |
|                                      | SPL11-R | GTCAGATGTCCACGAGGAAC     |
| <i>SPL12</i>                         | SPL12-F | CAGTGTAGTCGGTTTCATGGT    |
|                                      | SPL12-R | TCCCAGGTTGTCACATGAAGA    |
| <i>SPL13</i>                         | SPL13-F | CTGCTGGCGCGTCTTCTAG      |
|                                      | SPL13-R | GCTCATGGAACCGGCTGCA      |
| <i>IPA1</i>                          | IPA1-F  | GCATCTGTTGGTGAGCATCG     |
|                                      | IPA1-R  | TGGCCCTGAAGAAGAGCTAC     |
| <i>SPL16</i>                         | SPL16-F | GAGATGCGCTTCTGCCAGC      |
|                                      | SPL16-R | GAATCTTGCCCCCTTGTTGGC    |
| <i>SPL17</i>                         | SPL17-F | CATCCTTTCATGAAGAGCCAG    |
|                                      | SPL17-R | GATCACTGTATCCCGCAACTG    |
| <i>SPL18</i>                         | SPL18-F | CTAAGCGTAGTTGTAGAAAACG   |
|                                      | SPL18-R | GTCTCCTCGGATTTGATGATC    |
| <i>UBIQUITIN</i><br>(LOC_Os03g13170) | Ubi-F   | AACCAGCTGAGGCCCAAGA      |
|                                      | Ubi-R   | ACGATTGATTTAACCAGTCCATGA |

---

**Supplementary Table 8 Primers for ChIP-qPCR**

| Genes          | Target regions         | Primers   | Sequences (5' to 3')         |
|----------------|------------------------|-----------|------------------------------|
| <i>CPS1</i>    | Region 1: -358---183   | CPS1-1F   | TTTGTGCTGTATATACGTCGGTG      |
|                |                        | CPS1-1R   | AGCCCCATACCTATCCAAACC        |
|                | Region 2: -773---611   | CPS1-2F   | CTATCGCTACACACCACATAC        |
|                |                        | CPS1-2R   | ATTGGTCAAACCTTAAATCCGC       |
| <i>KAO</i>     | Region 1: -537---375   | KAO-1F    | GGTTAATCAGTTTTGCATTTCG       |
|                |                        | KAO-1R    | ATTATTCATCGTGAGCATGTCC       |
|                | Region 2: -980---779   | KAO-2F    | GTAAAAGCTTTAGTACCAATCC       |
|                |                        | KAO-2R    | ACTTGCGTATAGACTGTACTG        |
| <i>KO2</i>     | -484---294             | KO2-F     | GTGATTTGTTTCATGGAACCG        |
|                |                        | KO2-R     | GCTTAGGGAATATTGTTAGTAC       |
| <i>SD1</i>     | Region 1: -221---56    | SD1-1F    | TTGCATGGGGGTCATTGATTTCG      |
|                |                        | SD1-1R    | TGTGAGTGTGAGTGTGTGTGTG       |
|                | Region 2: -774---613   | SD1-2F    | TCGCTTAGATTCCGCATCGTC        |
|                |                        | SD1-2R    | CTTCTTGGGCATTTGCTACTC        |
| <i>GNP1</i>    | -847---701             | GNP1-F    | GTGAAGTGGTTGTCTAAATCTC       |
|                |                        | GNP1-R    | GTAGTTCTGAGTTTTTCACTTGG      |
| <i>GA2ox4</i>  | -704---502             | GA2ox4-F  | TATATTTTATTCATTTCCGGTAGAACC  |
|                |                        | GA2ox4-R  | TCAGTGATTGAAATTTCCGCCAC      |
| <i>GA2ox6</i>  | -473---257             | GA2ox6-F  | TGTTTGTACAACCTTAAGGTTCTG     |
|                |                        | GA2ox6-R  | GGTTATGGCTGGGCCTTTGGT        |
| <i>GA2ox8</i>  | Region 1: -135---4     | GA2ox8-1F | GAGCAGAACACAAGTGCAAACG       |
|                |                        | GA2ox8-1R | GCGTGATCAGATCAAAAACCAC       |
|                | Region 2: -1318---1154 | GA2ox8-2F | AAAGGGAGAAACAAAATCATTGG      |
|                |                        | GA2ox8-2R | CAATGTGTGACTTTGTTTGCATG      |
| <i>GA2ox10</i> | -583---395             | GA2ox10-F | GTTTGTCAAAAATATTATACTATGTGAG |
|                |                        | GA2ox10-R | GTGTATGAGGATGACGATGATG       |
| <i>EUII</i>    | Region 1: -1026---821  | EUII-1F   | CTAACCTAACCTAGTGGTACTAC      |
|                |                        | EUII-1R   | GTCATCACGAGTCCAAAATCAC       |
|                | Region 2: -424---257   | EUII-2F   | CAGATTAAACTGCACGAATTACG      |
|                |                        | EUII-2R   | CTGTGCAAAACCGCGAGTGG         |
| <i>SLR1</i>    | Region 1: -618---366   | SLR1-1F   | GGTACAAAGAGATATCAGGATG       |
|                |                        | SLR1-1R   | GATCGATCGATGTACGGATTC        |
|                | Region 2: -992---817   | SLR1-2F   | GTATGCATAGAGTGTGTACGTG       |
|                |                        | SLR1-2R   | GCCAATGCATCTTACAAAACCTG      |
| LOC_Os09g28630 | Region 1: -608---438   | 28630-1F  | TATGTTACCACCGTCAATCAGC       |
|                |                        | 28630-1R  | GACCACACCGGGTTTTTCTCC        |
|                | Region 2: -161---1     | 28630-2F  | AAGATCCAAGGACGAAAAAGG        |
|                |                        | 28630-2R  | GGCGAATTGGTGGATGCTGC         |
| LOC_Os09g28730 | Region 1: -689---530   | 28730-1F  | TTGAATGTCGTGTAAATAGTTCC      |
|                |                        | 28730-1R  | AACAGACCATGAATTTTGAGG        |
|                | Region 2: -1328---1141 | 28730-2F  | TGCAAATGGGCCATCCTTATTG       |
|                |                        | 28730-2R  | TTTCCTTCAGTGTAAGACTCTG       |

|                                      |                       |          |                          |
|--------------------------------------|-----------------------|----------|--------------------------|
| LOC_Os02g35940                       | Region 1: -218...-44  | 35940-1F | GTCTTGGTAATACTAATATGGTAC |
|                                      |                       | 35940-1R | AGGAGGAGGAGAATTTGTCTG    |
|                                      | Region 2: -749...-562 | 35940-2F | TCGTCTGACGCAGCAGGGAAC    |
|                                      |                       | 35940-2R | GAAGAGTGAGAACGTACGGAGG   |
| LOC_Os06g20200                       | Region 1: -476...-262 | 20200-1F | CTTCAGTCAAGATGTACCCTG    |
|                                      |                       | 20200-1R | ACGCTAGCTACGGCCCATGT     |
|                                      | Region 2: -206...-45  | 20200-2F | CCAAATCGATTTACATCATTTCG  |
|                                      |                       | 20200-2R | AAGCACTGAGTACGCTGCAC     |
| LOC_Os08g37040                       | Region 1: -133...+29  | 37040-1F | CACTACGTGCGCCACGTACATC   |
|                                      |                       | 37040-1R | AGCAACGCGAACAGCGACCG     |
|                                      | Region 2: -630...-400 | 37040-2F | GGGTCTCTTAAATGACCAGTG    |
|                                      |                       | 37040-2R | TTGCTGCCTACGTACAACGAC    |
|                                      | Region 3: -987...-828 | 37040-3F | TTTCCAACGGCAAGATGCTAG    |
|                                      |                       | 37040-3R | TGCTAACCGAAAGCAGCCGAG    |
| <i>UBIQUITIN</i><br>(LOC_Os03g13170) | -911...-821           | Ubpro-F  | TCGGAGACCGTGCTAGGTTT     |
|                                      |                       | Ubpro-R  | GCCAGCGCCCATCGATT        |

**Supplementary Table 9** Primers used in EMSAs

| Genes         | Primers    | Regions in the promoters | Sequences (5' to 3')     |
|---------------|------------|--------------------------|--------------------------|
| <i>GNP1</i>   | GNP1-p-F   | Fragment 2:              | AGAAGGTAGCTAGGGGAGAGA    |
|               | GNP1-p-R   | -290...-51               | GATAGATGCAACCTACAACCTAAC |
| <i>SD1</i>    | SD1-p-F    | Fragment:                | GAGCCCAAGTGGGTACGGTT     |
|               | SD1-p-R    | -1102...-680             | AGCTAGTACCACAAGCTAGTC    |
| <i>SLR1</i>   | SLR1-p2-F  | Fragment:                | GGGTACAAAGAGATATCAGGAT   |
|               | SLR1-p2-R  | -619...-368              | TCGATCGATGTACGGATTTCGT   |
| <i>EUI1</i>   | EUI1-p2-F  | Fragment:                | GCACATAGTATCTAACCTAACC   |
|               | EUI1-p2-R  | -1037...-822             | TCATCACGAGTCCAAAATCACA   |
| <i>GA2ox6</i> | GA2ox6-p-F | Fragment 1:              | CTCCTAGGAGTGTCGCACC      |
|               | GA2ox6-p-R | -233...-21               | AGGCGAGAGGCTTATCTGTG     |
| <i>KAO</i>    | KAO-p-F    | Fragment:                | CACTGGAATTGATGGACTGTG    |
|               | KAO-p-R    | -513...-306              | TTGTTCTCGAACCCTCAACAC    |
| <i>CPS1</i>   | CPS1-p1-F  | Fragment 1:              | AGTACAATACTACATAGCACAGT  |
|               | CPS1-p1-R  | -1377...-1167            | GTCCCTTGCTAACATAGTAC     |
|               | CPS1-p2-F  | Fragment 2:              | TGTCCACTACCCACCTTTCT     |
|               | CPS1-p2-R  | -832...-639              | TTGACCAAAGTCAACCTGAAAC   |

**Supplementary Data 1** The list of rice *mir156* mutants. **a** The list of rice *mir156* mutants in Nipponbare background. **b** The list of rice *mir156* mutants in XS134 background. -, one base pair deletion; red color indicates insertion; blue color indicates base pair replacement.

**Supplementary Data 2** Gene expression profiles in wild-type and *mir156abcdfghikl* fresh seed embryos. NIP, Nipponbare; C403, *mir156abcdfghikl*.

**Supplementary Data 3** Expression profiles of the DEGs identified in wild-type and *mir156abcdfghikl* fresh seed embryos. NIP, Nipponbare; C403, *mir156abcdfghikl*. Ratio  $\geq 2$  or  $\leq 0.5$ , and FDR  $< 0.05$ .

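The table of GA genes in fresh seed embryos holds 16 genes, and its FPKM and q values equal those of the authors' deposited table for all 16 within 0.01%. Of these, 7 were down-regulated and 2 up-regulated at a ratio of at least 2 or at most 0.5 with q below 0.05. In the authors' deposited table, 4 of the 16 had a q of 0.05 or more. Besides LOC_Os08g37040 and LOC_Os09g28730, these were HOX12 (q of 0.171 in the authors' deposited table), with 0.331 FPKM in the wild type and 0.829 in the mutant, and GA2ox1 (q of 0.525 in the same authors' deposited table), with 0.421 and 0.992 FPKM, whose entry covers 2 genes.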

**Supplementary Data 4** Expression profiles of the GA biosynthetic, signaling and deactivating DEGs identified in wild-type and *mir156abcdfghikl* fresh seed embryos. NIP, Nipponbare; C403, *mir156abcdfghikl*. Ratio  $\geq 1.5$  or  $\leq 0.75$ .

**Supplementary Data 5** Gene expression profiles in wild-type and *mir156abcdfghikl* seedling shoots. NIP, Nipponbare; D216, *mir156abcdfghikl*.

**Supplementary Data 6** Expression profiles of the GA biosynthetic, signaling and deactivating genes in wild-type and *mir156abcdfghikl* seedling shoots. NIP, Nipponbare; D216, *mir156abcdfghikl*.

**Supplementary Data 7** Expression profiles of the GA biosynthetic, signaling and deactivating DEGs in wild-type and *mir156abcdfghikl* seedling shoots. NIP, Nipponbare; D216, *mir156abcdfghikl*. Ratio  $\geq 2$  or  $\leq 0.5$ .

# Supplementary material for: The grain yield modulator miR156 regulates seed dormancy through the gibberellin pathway in rice
**Source:** Nat Commun. 2019 Aug 23;10:3822. doi: 10.1038/s41467-019-11830-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: The list of rice mir156 mutants. a The list of rice mir156 mutants in Nipponbare background. b The list of rice mir156 mutants in XS134 background. -, one base pair deletion; red color indicates insertion; blue color indicates base pair replacement.

File Name: Supplementary Data 2

Description: Gene expression profiles in wild-type and mir156abcdfghikl fresh seed embryos. NIP, Nipponbare; C403, mir156abcdfghikl.

File Name: Supplementary Data 3

Description: Expression profiles of the DEGs identified in wild-type and mir156abcdfghikl fresh seed embryos. NIP, Nipponbare; C403, mir156abcdfghikl. Ratio  $\geq 2$  or  $\leq 0.5$ , and FDR  $< 0.05$ .

File Name: Supplementary Data 4

Description: Expression profiles of the GA biosynthetic, signaling and deactivating DEGs identified in wild-type and mir156abcdfghikl fresh seed embryos. NIP, Nipponbare; C403, mir156abcdfghikl. Ratio  $\geq 1.5$  or  $\leq 0.75$ .

File Name: Supplementary Data 5

Description: Gene expression profiles in wild-type and mir156abcdfghikl seedling shoots. NIP, Nipponbare; D216, mir156abcdfghikl.

File Name: Supplementary Data 6

Description: Expression profiles of the GA biosynthetic, signaling and deactivating genes in wild-type and mir156abcdfghikl seedling shoots. NIP, Nipponbare; D216, mir156abcdfghikl.

File Name: Supplementary Data 7

Description: Expression profiles of the GA biosynthetic, signaling and deactivating DEGs in wild-type and mir156abcdfghikl seedling shoots. NIP, Nipponbare; D216, mir156abcdfghikl. Ratio  $\geq 2$  or  $\leq 0.5$ .

# Supplementary material for: The grain yield modulator miR156 regulates seed dormancy through the gibberellin pathway in rice
**Source:** Nat Commun. 2019 Aug 23;10:3822. doi: 10.1038/s41467-019-11830-5
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

For RT-qPCR analyses, CFX Manager Software (Version 3.1, Bio-Rad) was used. For miR156 northern blots imaging, TImageQuent TL 7.0 was used for assessing the signal on phosphor screen.

Data analysis

We used Microsoft Excel 2016 and IBM SPSS Statistics 19 to analyze the data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data underlying all reported all averages in chart and tables, and uncropped versions of blots are provided as a Source Data file. The RNA-seq data generated in this study were deposited in the NCBI's Gene Expression Omnibus (GEO) Database under the accession number GSE131243, and the results of the RNA-seq analyses are available in Supplementary Data 2–7.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences    ☐ Behavioural & social sciences    ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

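Messenger RNA was sequenced from unelongated culms of 20-day-old seedlings (wild type, mir156abckl and mir156defghi), from fresh seed embryos and from shoots of 14-day-old seedlings (wild type and mir156abcdfghikl in each), 7 groups in all, for which the paper's methods give 3 biological repeats each. The authors filtered the reads, aligned them to TIGR release 7 with Hisat2, computed the FPKM values with Cufflinks and compared each mutant with its wild type with cuffdiff, in 4 comparisons. The versions of these tools are not given in the sources used here. Each deposited table holds, for every listed gene, 1 FPKM value per group over its repeats, and the authors scaled these within each comparison, so that FPKM levels from different tables were normalized separately. The log2 ratio in each deposited table is that of the FPKM columns with nothing added, and is infinite where a group is listed at 0. The p-value in the authors' deposited tables comes from cuffdiff and has a floor of 5e-05. The deposited q-value equals a Benjamini-Hochberg adjustment of that p-value over the genes listed in the same table.

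The files used here hold no counts and no value per repeat. The read depth of each library is therefore unknown, no error was computed for any FPKM, no model was fitted to counts, and the p-values and q-values are those of the authors. From the FPKM columns, ratios and log2 ratios were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Genes were counted as past the limits at a ratio of at least 2 or at most 0.5 with q below 0.05, the limits of the paper. The counting step was checked on simulated data with 200 changed genes in each comparison, over its genes with at least 1 FPKM in both groups. All 200 were recovered, with 0 false calls. The simulated changes were large against the simulated error, so this checks the counting only. It says nothing about the error rate of the real calls or about weakly expressed genes.

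For lists of genes, the percentile of the median log2 ratio among 10000 random lists of the same size was taken, matched on mean FPKM in 10 bins, over genes with at least 1 FPKM in either group. It describes these libraries and is not a test, since genes are not replicates. The lists were the miR156 target genes, the SPL genes that are not targets, the GA lists of Supplementary Data 4 and 6, the putative GA receptor genes and 16 classes set by words in the gene descriptions. A class of genes described as retrotransposon or transposon was added after the data were seen. The 2 culm comparisons share their wild type, so values common to both were set beside 100 simulations of unchanged groups against a shared control. Gene names come from the paper and its tables. Of 26168 gene IDs, 0 were found in the RefSeq gene table at hand, and positions are those of the files, on TIGR release 7.

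The genes named were fixed before the data were examined: every gene named in the text, Supplementary Tables 2 to 5 or Supplementary Data 4, 6 and 7, whose values there had been seen, the 3 genes with the largest and the 3 with the smallest log2 ratio in each comparison among those past the limits with an FPKM above 0 in both groups and of at least 10 in the higher one, and the genes past the limits in the same direction in all 4 comparisons, of which the 5 with the largest smallest change are named. Classes are given with their values where their median lies at or below percentile 1 or at or above percentile 99 in any comparison, and the classes that do not meet this are named with the range of their percentiles only. Rank correlations of the shoot profiles with those of embryos and of mir156abckl culms are not reported here. The alternatives tried were the q-value recomputed, a minimum FPKM of 1, 1 FPKM added to both groups, log2 ratios centred on their median, q below 0.01, ratio limits of 1.5 and 0.75, genes listed at 0 left out, other random lists, and receptor genes chosen by description.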

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

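Several tests below were chosen after the results were seen. These were scaling for photosynthesis genes, green tissue in the embryo samples (after the values of photosynthesis genes) and wild-type culm libraries out of place. The share of transposon genes and the percentiles of their class, under every choice of lists and genes, were also chosen then. Each group has 1 value, so no difference between tissues was itself tested. The mir156abcdfghikl embryos and shoots also carry different sample codes, and the paper describes several lines of this mutant. Whether both tissues came from the same line is not given in the sources used here.

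Photosynthesis genes (descriptions with chlorophyll A-B binding or photosystem) moved in opposite directions in fresh seed embryos and seedling shoots of mir156abcdfghikl. In embryos all 29 were higher, with a median log2 ratio of 1.38, and 20 passed the limits. In shoots 42 of 44 were lower, with a median of -2.98, and 39 passed them. The median FPKM was 5.71 in wild-type and 12.0 in mutant embryos, and 774 and 114 in shoots, on scales normalized separately. The scaling of the groups moves all genes alike, which the tables argue against: relative to the median of genes with at least 1 FPKM in both groups, the class median was -3.08 in shoots and 1.36 in embryos. Green tissue in the mutant embryo samples is a candidate explanation for the embryos. The 50 most abundant genes of wild-type shoots outside the class would then rise as well, and the 47 of them listed in embryos had a median log2 ratio of 0.95, with 35 higher and 12 lower and a median FPKM of 11.3 in the wild type and 19.7 in the mutant. Of the 47, 45 had at least 1 FPKM in wild-type embryos too, so they are not markers of green tissue alone. Greener mutant embryos would give the same values, and this difference between tissues was not tested.

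Between embryos and shoots, 625 genes passed the limits in both, of 19866 listed in both, and 326 of these went in opposite directions against 299 in the same one. If the calls were independent, 398 genes would be shared and 49.5% of them would go the same way, against 47.8% observed. Opposite directions were thus about as common as independent calls would give. After centring 333 genes went in opposite directions, but the medians removed, 0.02 in embryos and 0.09 in shoots over genes with at least 1 FPKM in both groups, are too small to turn a 2-fold difference around, so this decides nothing about the authors' scaling. Of the 8 GA genes with q below 0.05 in both of the authors' deposited tables, 4 went in opposite directions. GA2ox6 had log2 ratios of 1.70 in embryos and -0.45 in shoots, EUI1 of 0.77 and -1.07, LOC_Os07g06840 of 1.88 and -0.87, and LOC_Os02g35940 of -0.88 and 0.72. For LOC_Os07g06840, reads shared with neighbouring receptor copies cannot be told apart from a change of its own. The copies listed next to it in embryos, LOC_Os07g06830 and LOC_Os07g06880, had log2 ratios of -0.50 and 0.33, a median log2 ratio of -0.0859 over genes that go both ways. The tissue itself and a difference in mutant line stay among the open explanations, untested.

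The paper reports on the unelongated culms only for the miR156 target genes. In mir156abckl culms, where 0 of these passed 2-fold, 3026 genes passed the limits in the authors' deposited table, against 2562 in mir156defghi. Of the 23226 genes listed in both tables, 1333 passed the limits in both comparisons, 1274 of them in the same direction, and Spearman's rho between the log2 ratios was 0.635 across 22078 genes, which are not independent. Unchanged groups against a shared control were simulated 100 times on 12721 genes, with errors taken from the p-values of the authors' deposited tables, which leaves out genes at the lowest p and those with p close to 1. On these 12721 genes, 97 passed the limits in both comparisons against a mean of 1.83 in the simulations, and rho was 0.509 against 0.459. The simulation splits the error equally between mutant and wild type and takes all spread as error, so a rho near 0.459 follows from its construction. A shared wild type thus gives a positive rho by itself, but its part in the observed rho cannot be read from this. Genes at the lowest p have no simulated value. Wild-type culm libraries out of place would give such a pattern in culms alone. Of the 641 genes past the limits the same way in both culm comparisons and listed in all 4 tables, 575 (89.7%) went that way in seedling shoots, which have their own wild type. Of those higher in culms 90.2% were higher in shoots, and of those lower 88.5% were lower. For comparison, 45.4% of all genes listed in shoots were lower. In embryos the shares were 65.0% and 45.3%, with 45.5% of all genes listed in embryos lower. Noise of weakly expressed genes is argued against by the third of genes with the highest mean FPKM, of which 5.81% passed the limits, although the third with the lowest had 23.0%. An effect of the mutations, or of another difference between mutant and wild-type lines common to culms and shoots, stays open.

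LOC_Os03g43100 (chromosome 3, 24046088 to 24047243), described as an expressed protein and not discussed in the paper, was close to absent in every wild-type group and present in every mutant. Its FPKM was 0.257 in wild-type and 40.4 in mutant embryos, 0.123 and 67.7 in the mir156abckl comparison, 0.122 and 75.0 in the mir156defghi comparison, and listed at 0 and 24.0 in shoots. No technical or biological explanation was tested for this gene alone.

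It led a set of 49 genes higher past the limits in all 4 comparisons, with 13 lower, of 19354 listed in all. The next were LOC_Os11g03070 (ATCHX), the retrotransposon genes LOC_Os07g09760 and LOC_Os06g40240, and the transposon gene LOC_Os12g07180. The transformation that the mutant lines went through may have raised such genes. Genes described as retrotransposon or transposon made up 4 of the 49, a share 3.26 times that among all 19354. This is past the limit of 1.5 times written for the test, but the share was measured on the genes in which it was noticed, and for these genes transformation and the mutations cannot be told apart. As a class they did not stand apart in every mutant: their median lay at percentile 99.96 and 100 in the mir156abckl and mir156defghi culms, 85.9 in embryos and 68.8 in shoots. The last 2 depended on the choice of lists and genes. Against lists not matched on FPKM they were 99.99 and 91.8, and over genes with at least 1 FPKM in both groups 94.7 and 90.3. The addition of 1 FPKM gave 85.3 and 70.5. In shoots the class thus stayed below percentile 99 under each choice, and in embryos under each except lists not matched.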

How the results depend on the processing

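All alternatives in this part were set before the data were examined, apart from the class of transposon genes, which was added after genes past the limits were seen. No paired analysis was possible because each table gives 1 value per group over its repeats, and for the same reason leaving out each repeat could not be run. The depth of the libraries is unknown, so what it limits could not be judged.

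Adding 1 FPKM to both groups moved most counts of genes by over 1.5 times. In mir156abckl culms 703 genes were higher and 999 lower past the limits, against 1428 and 1598 without it, in mir156defghi culms 570 and 763 against 1185 and 1377, and in embryos 353 and 254 against 729 and 403. In shoots, 4762 and 4150 remained within 1.5 times of 5921 and 5034. The addition shrinks ratios of weakly expressed genes by its construction. It also lowered the GA genes of Supplementary Data 4 past the limits and lower in embryos from 7 to 4, and the miR156 target genes that differed 2-fold between the culm mutants from 2 to 1, since SPL13 moved from 1.04 to 0.99. The rank of IPA1 by log2 ratio among the target genes in embryos went from 2 to 1.

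Ratio limits of 1.5 and 0.75 gave 2624 higher and 3792 lower genes in mir156abckl culms, 2330 and 3887 in mir156defghi culms, and 1131 and 802 in embryos, with 8033 and 7314 in shoots. The target genes past the limits in mir156abckl culms went from 0 to 1 (SPL3), and the GA genes higher in embryos from 2 to 4. Wider limits admit more genes by their construction.

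Recomputing the q-value changed no call, because the deposited values are that adjustment already, and it says nothing about stability. A minimum FPKM of 1, centring, q below 0.01 and leaving out genes listed at 0 kept every count of genes past the limits within 1.5 times. Centring moved the share of higher genes in shoots from 54.0% to 50.7%. The tally of 34 of 46 GA biosynthetic and signaling genes lower in shoots stayed at 34 after centring and with a minimum FPKM of 1, was 34 of 45 with receptor genes chosen by description, and 26 of 37 among genes with q below 0.05. The genes going the same way in embryos and shoots were 47.2% to 48.3% of those past the limits in both under its alternatives.

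The percentile of GA biosynthetic genes in shoots went from 0.840 to 1.47 against random lists not matched on FPKM, and that of putative GA receptor genes in shoots from 0.890 to 1.29 over genes with at least 1 FPKM in both groups. The causes were not tested. The GA deactivating genes stood apart under no alternative, and their percentile in embryos went from 28.3 to 95.2 over genes with at least 1 FPKM in both groups. Of 86 percentiles of gene lists, 2 came inside the limits of 1 and 99 and 2 went past them against lists not matched on FPKM, 1 came inside and 1 went past them with 1 FPKM added, and 7 of 84 came inside and 0 went past them over genes with at least 1 FPKM in both groups, a choice that by its construction drops genes that fall below 1 FPKM in a group. Among the named genes in the 4 comparisons, 141 log2 ratios were past the limits. Of these, 25 were below 2-fold with 1 FPKM added and 1 after centring. Their sign cannot change under either choice, so it says nothing about stability.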

Differences from the paper's values

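The counts of differentially expressed genes in embryos, the count of receptor genes lower in shoots and the log2 ratios of IPA1 in all 4 comparisons equal the values in the paper, so no compared value differs. All 16 genes of Supplementary Data 4, 56 of Supplementary Data 6 and 30 of Supplementary Data 7 have the same FPKM and q there as in the authors' deposited tables, within 0.01%.

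The paper names LOC_Os08g37040 and LOC_Os09g28730 among the receptor genes lower in fresh seed embryos under its false discovery rate limit at the wider ratio limits. In the authors' deposited table their q is 0.111 and 0.258, and neither was called under any alternative run here. The other 3 genes named with them, LOC_Os02g35940, GA2ox8 and EUI1, have q of 0.00255, 0.00933 and 0.0234 in that table and were called at the wider ratio limits.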

Other observations

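In this part, the test of scaling in shoots was chosen after the result was seen. Percentiles are those of the median log2 ratio among matched random lists.

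In seedling shoots 10955 of 23283 genes passed the limits, against 1132 of 21505 in embryos. Before centring 5921 of these genes were higher and 5034 lower, and after it 10874 genes still passed the limits. The authors' scaling would move genes one way, and does not account for this. Noise of weakly expressed genes does not either: in the third of genes with the highest mean FPKM 47.4% passed the limits, against 2.89% in embryos. Another mix of tissues closer to the unelongated culm would bring the mutant shoot nearer to the wild-type culm, and Spearman's rho between them, across 19354 genes that are not independent, was 0.0102 above that of the wild-type shoot (0.734 and 0.724). This lies within the limit of 0.05 written for the test. With the other groups the mutant shoot was nearer than the wild-type shoot by more than that limit. The values were 0.771 and 0.690 with the mir156defghi culm and 0.809 and 0.673 with the mir156abckl culm. They were 0.653 and 0.511 with wild-type embryos, and 0.685 and 0.533 with mutant embryos. The mutant shoot was thus nearer to embryos too, and not to the culm alone. Mutated MIR156 genes shared with the mutant groups do not cover the wild-type embryos, which have none. Another mix of tissues is therefore not excluded, and cannot be told apart from the mutations, since only the mutant shoots have mutated MIR156 genes. An effect of the mutations on the developmental state of the shoots stays open too. These levels come from tables normalized separately.

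Ribosomal protein genes had a median log2 ratio of 1.26 in shoots (percentile 100, 242 of 287 higher) and were lower in the other comparisons (-0.13 in mir156abckl culms, -0.25 in mir156defghi culms and -0.15 in embryos, each at percentile 0). Histone genes lay at percentile 100 in shoots and 99.99 in mir156abckl culms. Expansin genes had medians of 0.51 in mir156abckl culms (percentile 100), -0.82 in mir156defghi culms (percentile 0) and 1.51 in shoots (percentile 99.99), and peroxidase genes lay at 99.98 in mir156abckl culms, 0 in mir156defghi culms and 0.945 in embryos. WRKY genes were lower in both culm comparisons and in shoots (medians -0.54, -0.36 and -1.23, each at percentile 0). Auxin genes lay at percentile 100 in mir156abckl culms and 99.93 in shoots. Glycine-rich cell wall genes lay at percentile 0.04, 0, 0.25 and 0.03 in mir156abckl culms, mir156defghi culms, embryos and shoots. The photosynthesis genes lay at percentile 100 in both culm comparisons. Heat shock, alpha-amylase, MYB and ethylene genes lay between percentile 7.91 (MYB, shoots) and 97.2 (ethylene, embryos). The SPL genes that are not miR156 targets lay between 38.5 and 95.1, against 100 in embryos and 99.98 in shoots for the targets. Putative GA receptor genes lay at percentile 0.02 in mir156abckl culms (27 of 35 lower) and 7.74 in mir156defghi culms, GA biosynthetic genes at 40.4 and 6.33, and GA deactivating genes at 37.0 and 64.4, and at 19.5 in shoots. Some of these percentiles depended on weakly expressed genes. Over genes with at least 1 FPKM in both groups, expansin genes had a median of -0.20 at percentile 2.59 in mir156defghi culms and of 0.60 at 94.8 in shoots, auxin genes of 0.13 at 64.2 in shoots, and peroxidase genes of 0.03 at 94.4 in mir156abckl culms, none of which stood apart any more. Peroxidase genes in embryos were at percentile 1.16 against lists not matched on FPKM and 1.25 with 1 FPKM added.

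In embryos, MADS-box genes had a median log2 ratio of 1.19 (percentile 100, 19 of 24 higher), late embryogenesis abundant genes of -0.28 (percentile 0.27, 18 of 21 lower) and ABA-related genes of -0.21 (percentile 3.42). ABA-related genes lay at percentile 0.27 in shoots, and late embryogenesis abundant genes at 99.45 in mir156defghi culms, but over genes with at least 1 FPKM in both groups these were 5.60 and 92.6 and no longer stood apart. Another share of endosperm in the embryo samples would move the storage protein genes together. Glutelin and prolamin genes had a median of -0.44 (percentile 0, 27 of 34 lower), within the limit of 1 set for that test, and the most abundant, LOC_Os07g10580, had 20506 FPKM in the wild type and 15192 in the mutant. A large difference in endosperm is argued against, and a small one is not.

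Among genes past the limits with at least 10 FPKM in the higher group and above 0 in both, those with the largest changes in shoots were LOC_Os02g41904 (a defensin gene, 0.123 and 378 FPKM), LOC_Os01g10490 (0.119 and 341 FPKM) and LOC_Os01g14850 (0.818 and 1528 FPKM), and on the other side LOC_Os02g14440 (a peroxidase gene, 369 and 0.278 FPKM), LOC_Os12g14440 (271 and 0.561 FPKM) and LOC_Os01g28450 (128 and 0.380 FPKM). The retrotransposon gene LOC_Os07g32710 rose most among such genes in both culm comparisons, from 0.116 to 224 FPKM in mir156abckl and from 0.115 to 132 FPKM in mir156defghi. It was also higher past the limits in shoots (0.134 and 26.1 FPKM), but in embryos it was lower past the limits (1.34 and 0.329 FPKM). The largest decreases by the same rule were those of LOC_Os07g03610 (28.3 and 0.396 FPKM) in mir156abckl and LOC_Os04g27980 (15.6 and 0.379 FPKM) in mir156defghi.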
